# Regulation of bacterial surface attachment by a network of sensory transduction proteins

**DOI:** 10.1371/journal.pgen.1008022

**Published:** 2019-05-10

**Authors:** Leila M. Reyes Ruiz, Aretha Fiebig, Sean Crosson

## Abstract

Bacteria are often attached to surfaces in natural ecosystems. A surface-associated lifestyle can have advantages, but shifts in the physiochemical state of the environment may result in conditions in which attachment has a negative fitness impact. Therefore, bacteria employ numerous mechanisms to control the transition from an unattached to a sessile state. The *Caulobacter crescentus* protein HfiA is a potent developmental inhibitor of the secreted polysaccharide adhesin known as the holdfast, which enables permanent attachment to surfaces. Multiple environmental cues influence expression of *hfiA*, but mechanisms of *hfiA* regulation remain largely undefined. Through a forward genetic selection, we have discovered a multi-gene network encoding a suite of two-component system (TCS) proteins and transcription factors that coordinately control *hfiA* transcription, holdfast development and surface adhesion. The hybrid HWE-family histidine kinase, SkaH, is central among these regulators and forms heteromeric complexes with the kinases, LovK and SpdS. The response regulator SpdR indirectly inhibits *hfiA* expression by activating two XRE-family transcription factors that directly bind the *hfiA* promoter to repress its transcription. This study provides evidence for a model in which a consortium of environmental sensors and transcriptional regulators integrate environmental cues at the *hfiA* promoter to control the attachment decision.

## Author summary

Living on a surface within a community of cells confers a number of advantages to a bacterium. However, the transition from a free-living, planktonic state to a surface-attached lifestyle should be tightly regulated to ensure that cells avoid adhering to toxic or resource-limited niches. Many bacteria build adhesive structures on the surface of their cell envelopes that enable attachment. We sought to discover genes that control development of the *Caulobacter crescentus* surface adhesin known as the holdfast. Our studies uncovered a network of signal transduction proteins that coordinately control the biosynthesis of the holdfast by regulating transcription of the holdfast inhibitor, *hfiA*. We conclude that *C*. *crescentus* uses a multi-component regulatory system to sense and integrate environmental information to determine whether to attach to a surface, or to remain in an unattached state.

## Introduction

In natural ecosystems, bacteria often live in surface attached, multicellular communities known as biofilms [1]. Biofilms enhance resistance to toxic compounds, promote sorption of nutrients, and facilitate exchange of genes and gene products [2]. In aquatic systems, metabolizable substrates accumulate at surfaces [3], and thus attachment can provide a fitness advantage [4]. However, it is important for cells to be able to disperse in cases when surfaces accumulate toxins, or become depleted of substrates or electron acceptors. It is therefore not surprising that surface attachment is a highly regulated process in bacteria.

The alphaproteobacterium *Caulobacter crescentus* exhibits a dimorphic developmental cycle that results in two cell types after division: a flagellated swarmer cell and a sessile stalked cell [5] (Fig 1A). The stalked cell is the reproductive cell type and divides asymmetrically, giving birth to the non-reproductive swarmer cell [5]. Swarmer cells differentiate into stalked cells, whereupon they can secrete a unipolar polysaccharide adhesin known as the holdfast [5–8] (Fig 1A). Holdfast-mediated adherence to solid surfaces is permanent [9–11]. The holdfast enables cell attachment to a variety of chemically diverse materials [12], and also facilitates partitioning of cells to the air-liquid interface in aqueous media [13]. *C*. *crescentus* tightly regulates holdfast synthesis, which helps to ensure that cells can take advantage of resources in particular niches, while not becoming restricted to sub-optimal environments.

**Fig 1:**
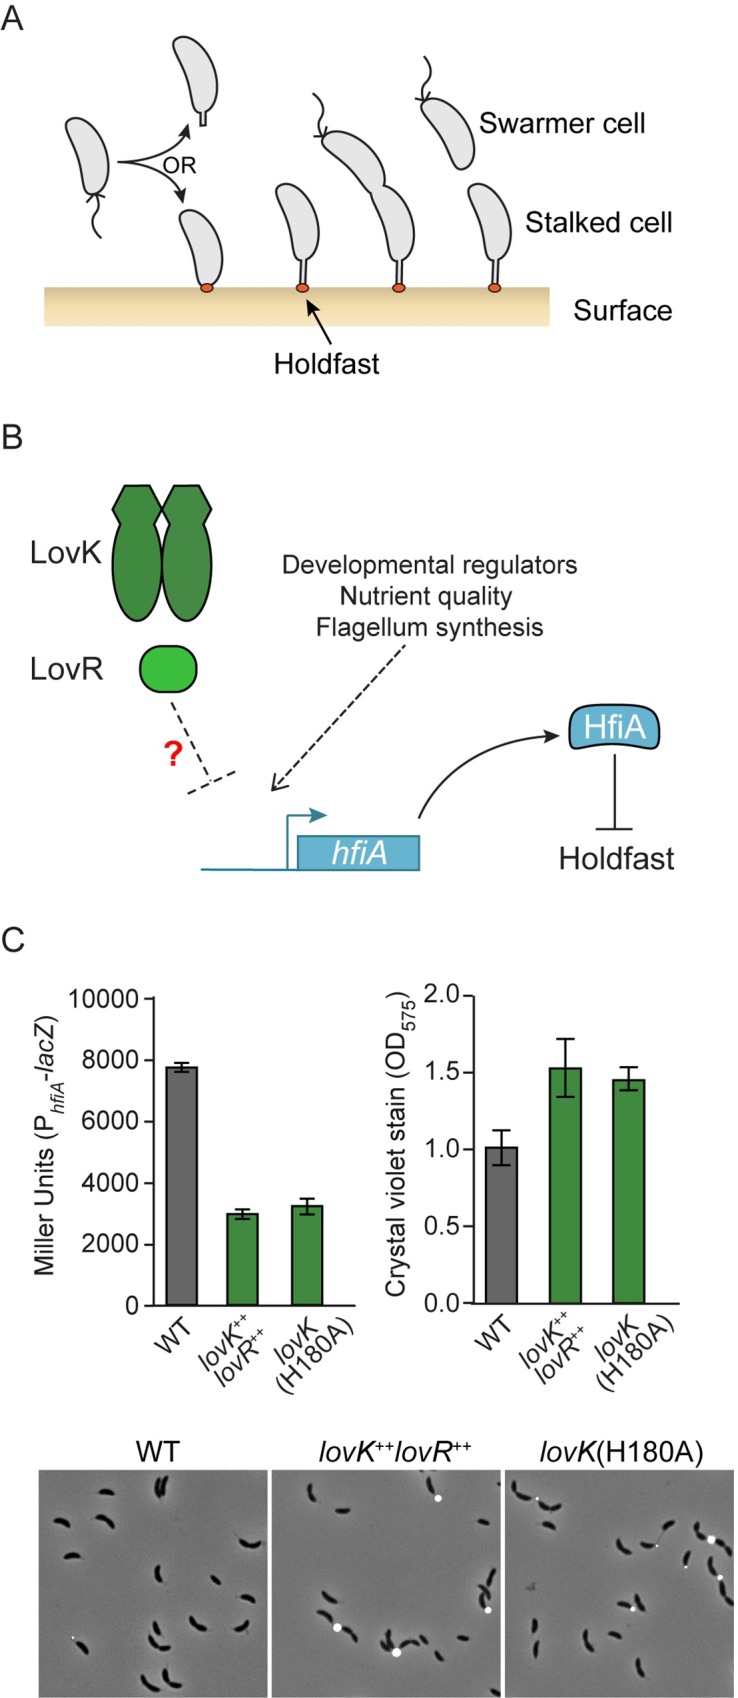
*lovK/lovR* regulation of *hfiA* expression and surface adhesion. **A)** The dimorphic bacterium *C*. *crescentus* builds a polysaccharide-based adhesin known as the holdfast (orange) at one cell pole, which mediates irreversible surface attachment. **B)** Transcription of the holdfast inhibitor, *hfiA*, is regulated by developmental factors [14], flagellum synthesis [15], and environmental response systems [14] including the LovK/LovR two-component system [14]. The goal of this study is to understand the mechanism of *hfiA* transcriptional regulation by LovK/LovR. **C)** Characterization of *hfiA* expression, surface attachment and holdfast development in wild-type (WT), *lovK/lovR* overexpression (*lovK*^*++*^*lovR*^*++*^) and *lovK*(H180A) strains. Left top: β-galactosidase activity in strains carrying a P_*hfiA*_-*lacZ* transcriptional fusion. Right top: Crystal violet staining of surface attached cells after growth in polystyrene wells. Bottom: Representative images of cultures where the holdfast was stained (white) with fluorescent Wheat Germ Agglutinin. Strains were grown in defined M2X medium. Bars represent mean ± s.d.; n = 6 for β-galactosidase assay and n = 8 for crystal violet stain.

The small protein HfiA is a potent inhibitor of *C*. *crescentus* holdfast synthesis [14]. HfiA directly targets HfsJ, a glycolipid glycosyltransferase required to build the holdfast [14]. The promoter of *hfiA* can integrate a number of regulatory cues that modulate its transcription and thereby affect holdfast production (Fig 1B). Multiple cell cycle regulators bind and regulate the *hfiA* promoter [14]. In addition, flagellum assembly indirectly affects *hfiA* transcription by an unknown mechanism [15]. Environmental signals such as nutrient quality and sensory transduction proteins including the two-component system (TCS) proteins LovK-LovR [14] and MrrA [16] influence *hfiA* transcription by unknown and independent mechanisms. CleA, a CheY-like response regulator that tunes flagellar rotation in response to cyclic-di-GMP binding, also regulates holdfast synthesis, though it is not known if CleA-mediated holdfast regulation involves HfiA [17]. In an effort to better understand the complex regulatory network that controls expression of the holdfast inhibitor, HfiA, we have investigated the molecular basis by which the LovK-LovR TCS controls *hfiA* transcription.

TCS are commonly used by bacteria to sense environmental signals and regulate adaptive changes in cell physiology [18]. Archetypal TCS consist of a sensor histidine kinase (HK) and a DNA-binding response regulator (RR), which generally form simple linear pathways that couple environmental perturbation to a change in gene expression. There is good experimental support for the paradigm that TCS form insulated signaling systems, with little cross-regulation between non-cognate kinases and responses regulators [19–22], though there are examples of branched TCS pathways in which sensor kinases signal to more than one regulator, or in which signals from multiple kinases converge on a single regulator (reviewed in [23, 24]). Complex cellular processes including sporulation [25], stress responses [16, 26–29], biofilm formation [30], and cell cycle [31, 32] are often controlled by multiple TCS in branched pathways. In this study, we have defined a regulatory system composed of multiple TCS proteins and transcription factors that regulates holdfast development in *C*. *crescentus*.

We have previously shown that the TCS LovK-LovR regulates holdfast development and surface adhesion by influencing the transcription of *hfiA* [14, 33]. LovK is a soluble, cytoplasmic photosensory HK that contains a LOV (light, oxygen, voltage) sensor domain [34] N-terminal to a HWE/HisKA_2 family [35, 36] kinase domain. The LOV domain binds a flavin mononucleotide (FMN) cofactor [37], which confers the ability to sense blue light and the redox state of the environment [33, 37]. LovK is encoded adjacent to LovR, a single domain response regulator (SDRR). The regulation of *hfiA* transcription by LovK-LovR must be indirect as LovR has no DNA-binding domain. We developed a genetic selection aimed at identifying genes that function together with or downstream of LovK-LovR to control *hfiA* transcription. We found that the hybrid histidine kinase SkaH and the canonical TCS SpdS-SpdR function with LovK-LovR to control transcription of *hfiA*. LovK and SpdS form heteromeric complexes with SkaH *in vitro* and *in vivo*, providing evidence for cross-regulation between these different TCS. We further demonstrate that the response regulator SpdR indirectly controls *hfiA* transcription by activating expression of two direct transcriptional repressors of *hfiA*, RtrA and RtrB. Our data provide evidence for a complex regulatory system that has the capacity to regulate *hfiA* expression and surface attachment in response to multiple environmental signals.

## Results

### A *lovK*(H180A) mutant phenocopies a *lovK-lovR* overexpression strain

Coordinate overexpression of *lovK*-*lovR* increases the probability that any single cell will develop a holdfast, and therefore enhances adhesion of a cell population to surfaces [14, 33]. This phenotype is due to the repressive effect of *lovK*-*lovR* expression on *hfiA* transcription [14]. During the course of our studies, we discovered that mutating the conserved histidine phosphorylation site of LovK to alanine—*lovK*(H180A)—resulted in decreased *hfiA* transcription, and a concomitant increase in surface attachment and holdfast development (Fig 1C). In other words, a strain in which the chromosomal copy of *lovK* is replaced with *lovK*(H180A) phenocopies a *lovK-lovR* overexpression strain. To further investigate the role of the LovK-LovR TCS proteins, we expressed either the wild-type *lovK* allele or the *lovK*(H180A) allele from a plasmid in a Δ*lovK-lovR* background (S1A Fig). In the absence of *lovR*, expression of wild-type *lovK* had no effect on surface attachment. On the other hand, expression of *lovK*(H180A) increased surface adhesion (S1A Fig). These results indicate that expressing the unphosphorylatable *lovK*(H180A) allele is sufficient to enhance surface attachment, and that *lovR* is not required for this phenotype. We further tested whether hyperadhesion in the *lovK*(H180A) strain was restored to wild-type levels upon ectopic expression of the wild-type *lovK* allele. Ectopic expression of wild-type *lovK* in a strain carrying *lovK*(H180A) at the chromosomal locus reduced cell surface attachment to wild-type levels (S1B Fig). In the converse experiment, ectopic expression of *lovK*(H180A) in a wild-type background did not result in a hyperadhesive phenotype (S1B Fig). We conclude that wild-type *lovK* is dominant over *lovK*(H180A).

We chose to use the strain with the *lovK*(H180A) allele expressed from its native chromosomal locus to investigate the molecular connection between the LovK sensor kinase and *hfiA* transcription as it *1)* provided a cleaner and more stable genetic background than the *lovK-lovR* plasmid overexpression strain, *2)* expressed *lovK*(H180A) from the native *lovK* promoter, and *3)* did not require the addition of metabolizable inducers.

### A forward genetic selection identifies genes that function with *lovK-lovR* to repress *hfiA* expression

The SDRR LovR lacks a DNA-binding output domain, and thus transcriptional regulation of *hfiA* by LovK-LovR is likely indirect. Moreover, LovR is not required to regulate *hfiA* transcription when LovK lacks its histidine phosphorylation site. We hypothesized that additional regulator(s) function either downstream or in concert with LovK-LovR to repress *hfiA* transcription. To identify such regulator(s), we designed a forward genetic selection to isolate mutants in which the repressive regulatory connection between LovK and *hfiA* was disrupted (Fig 2A). Specifically, we fused the *hfiA* promoter (P_*hfiA*_) to the chloramphenicol acetyltransferase (*cat*) gene and transformed the *lovK*(H180A) strain with this reporter plasmid (P_*hfiA*_-*CAT*). We then used growth of this strain in the presence of chloramphenicol as a proxy for P_*hfiA*_ activity. By serially passaging this reporter strain, we selected for spontaneous mutants with enhanced growth in the presence of chloramphenicol (Fig 2A). We predicted that this approach would enable us to identify mutants in which the genetic connection between *lovK* and *hfiA* transcription was disrupted.

**Fig 2:**
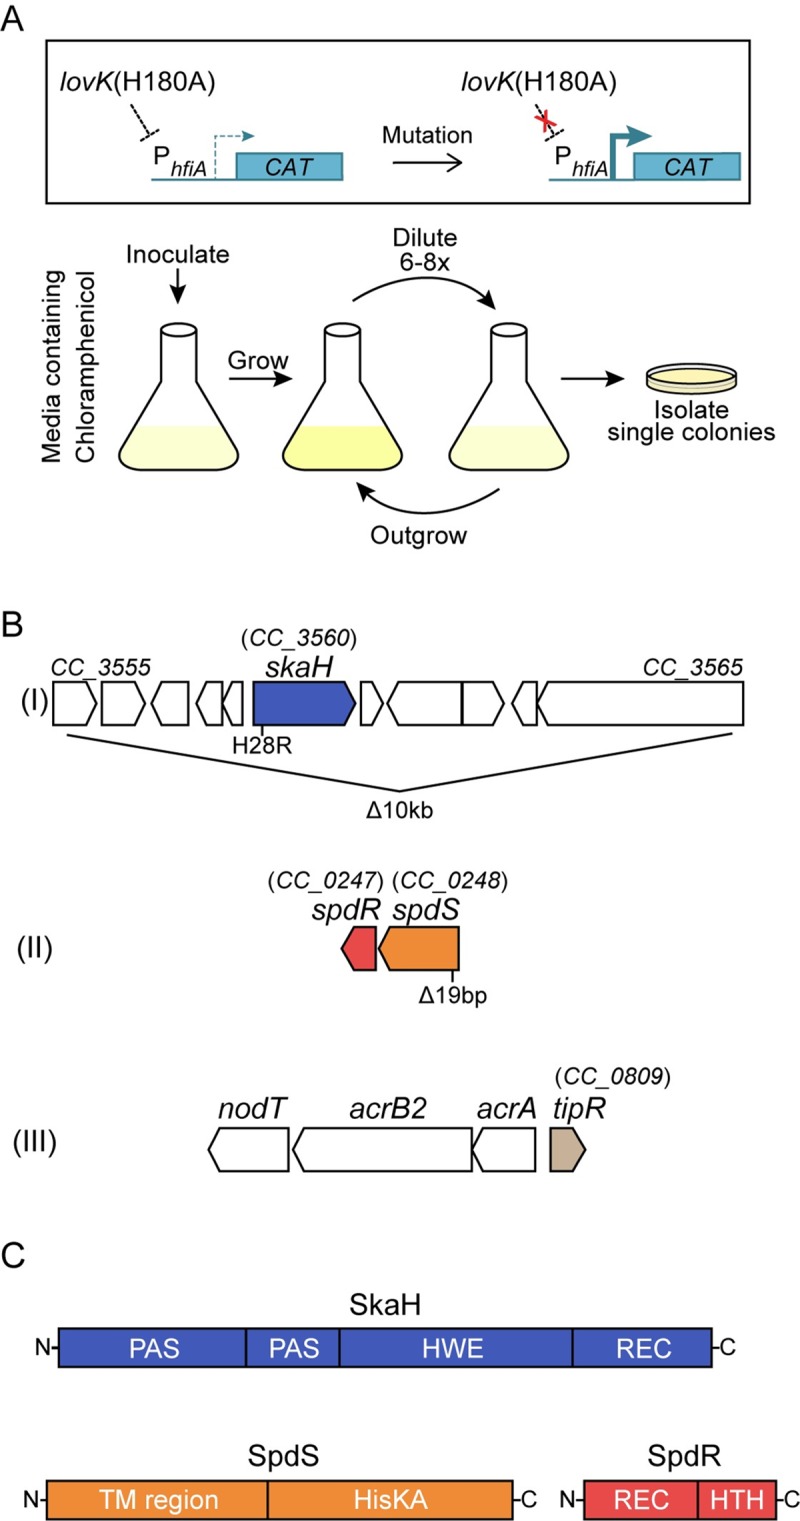
Genetic selection identifies regulators that function with *lovK*(H180A) to repress *hfiA*. **A)** A strategy to select for spontaneous mutants that disrupt *lovK*(H180A) repression of the *hfiA* promoter. The P_*hfiA*_-*CAT* transcriptional fusion allows for selection of mutants with increased *hfiA* promoter activity. Specifically, cultivation in M2X medium supplemented with chloramphenicol allows for selection of enhanced expression of chloramphenicol acetyltransferase (*CAT*) from P_*hfiA*_-*CAT*. **B)** Mutations in three genomic regions identified in the selection with specific lesions marked below the genetic loci. Lesions at the *acr* locus confer increased chloramphenicol resistance irrespective of *lovK* (S3 Fig); the mutant alleles identified at this locus are not indicated in the diagram but are listed in S1 Table. **C)** Predicted domain organization of the TCS proteins SkaH, SpdS and SpdR. PAS–sensory domain, HWE and HisKA–histidine kinase domains, REC–receiver domain, TM–transmembrane, HTH–helix-turn-helix DNA-binding domain.

After several passages, we isolated dozens of mutants that grew faster than the parent strain. In these isolates, we first sequenced the P_*hfiA*_-*CAT* promoter fragment to identify clones with *cis* mutations in the *hfiA* promoter itself that increase promoter activity. In mutants with an intact P_*hfiA*_-*CAT* promoter fragment, we assessed P_*hfiA*_ activity in two independent secondary screens: we measured activity of a second *hfiA* promoter fusion (P_*hfiA*_-*lacZ*), and we assessed activity of the native *hfiA* promoter by measuring the surface adhesion phenotype of these mutants. Two classes of mutants emerged from this selection: *1)* strains that grew faster in chloramphenicol as a result of P_*hfiA*_*-CAT* promoter mutations, but that displayed unaltered surface adhesion and no change in P_*hfiA*_-*lacZ* activity compared to the parental *lovK*(H180A) strain (S2 Fig), and *2)* mutants with an intact P_*hfiA*_-*CAT* reporter plasmid that displayed fast growth in chloramphenicol, reduced surface adhesion, and increased β-galactosidase activity from the P_*hfiA*_-*lacZ* plasmid (S1 Table). We mapped polymorphisms in nine spontaneous mutants from this latter class, derived from three independent selections, by whole genome sequencing.

Two mutants derived from the same flask shared a ~10kb deletion that included gene *CC_3560* (*CCNA_03675*), annotated as a hybrid histidine kinase (Fig 2B and S1 Table). A single mutant had a 19bp deletion that resulted in a frameshift in the transmembrane histidine kinase gene *spdS (CC_0248)*(Fig 2B and S1 Table). The remaining six mutants had lesions in either *tipR* or both *acrB2* and *tipR* (Fig 2B and S1 Table). TipR is a repressor of the *acrAB2-nodT* operon, which encodes the components of the AcrAB2-NodT antibiotic efflux pump [38]. As several of our mutants harbored lesions in *tipR*, we hypothesized that enhanced growth in chloramphenicol in these strains was due to de-repressed expression of the efflux pump. Deletion of *tipR* in either wild-type or the *lovK*(H180A) background increased growth rate in the presence of chloramphenicol (S3 Fig). We concluded that disruption of *tipR* is a general genetic solution to combat chloramphenicol toxicity, and that these mutants were confounding the efficiency of our selection. We therefore modified our selection strategy and ectopically expressed a second copy of *tipR* from its native promoter in an effort to minimize enrichment of *tipR* mutants. Using this strategy, we identified nine mutants from three independent selections with a point mutation resulting in a *CC_3560*(H82R) allele. Altogether, our results provided evidence that the sensor kinases CC_3560 and SpdS play a role in *hfiA* repression by LovK-LovR. Though we likely did not saturate our selection, we decided to move forward with our initial hits of the TCS proteins CC_3560 and SpdS-SpdR.

### *CC_3560 (skaH)*, *spdR* and *spdS* regulate *hfiA* transcription, holdfast development, and adhesion downstream of *lovK*

Our selection identified mutations in two sensor kinase genes: *CC_3560* and *spdS*. *CC_3560* encodes a cytoplasmic hybrid histidine kinase (Fig 2C) that, like LovK, belongs to the non-canonical HWE/HisKA_2 family of histidine kinases [36]. We have named this kinase *skaH* (*s*ensor *k*inase *a*ssociated *h*ybrid) for reasons we describe in a later section. *spdS* is the transmembrane sensor kinase component of the SpdS-SpdR TCS, which has been reported to regulate genes involved in stationary phase adaptation in *C*. *crescentus* [39, 40] (Fig 2C). Homologs of SpdS-SpdR in other species are more commonly known as RegB-RegA, and have been reported to detect changes in cellular redox state, and regulate a variety of energy generating and energy consuming processes (Reviewed in [41]).

To validate the results of our genetic selection, we tested whether the TCS genes *skaH* and *spdS* are involved in regulation of *hfiA* transcription, holdfast development and surface adhesion. Though mutations in *spdR* were not identified in our selection, we also tested its role in *hfiA* regulation and adhesion since it is the cognate RR of SpdS. We first generated in-frame deletions of *skaH*, *spdS* or *spdR* in the *lovK*(H180A) genetic background to determine if any of these genes were required for LovK(H180A)-dependent control of *hfiA* transcription, holdfast development and surface adhesion. Repression of *hfiA* transcription by *lovK*(H180A) required *skaH*, *spdR* and *spdS* (Fig 3A). Similarly, *skaH*, *spdR* and *spdS* are required for the increase in holdfast development and surface adhesion by *lovK*(H180A) (Fig 3C and Fig 3D). We note that the surface adhesion phenotype of the *lovK*(H180A)Δ*spdS* strain varied depending on the growth phase of the culture. At early time points, surface adhesion of *lovK*(H180A)Δ*spdS* cultures is lower than *lovK*(H180A) cultures. When cultures begin to enter stationary phase, we observed a sharp increase in surface adhesion in the *lovK*(H180A)Δ*spdS* cultures that eventually matched the levels we observed in *lovK*(H180A) (Fig 3D). Importantly, the *skaH*, *spdR* and *spdS* deletion phenotypes we observed in the *lovK*(H180A) background were complemented by ectopic expression of these deleted genes from a xylose-inducible promoter (S4 Fig). Together, these data provide evidence that *skaH and spdR* are required for *lovK*(H180A)-dependent regulation of *hfiA* transcription, holdfast development and surface adhesion. *lovK*(H180A)-dependent regulation of *hfiA* transcription and adhesion requires *spdS* at low culture density.

**Fig 3:**
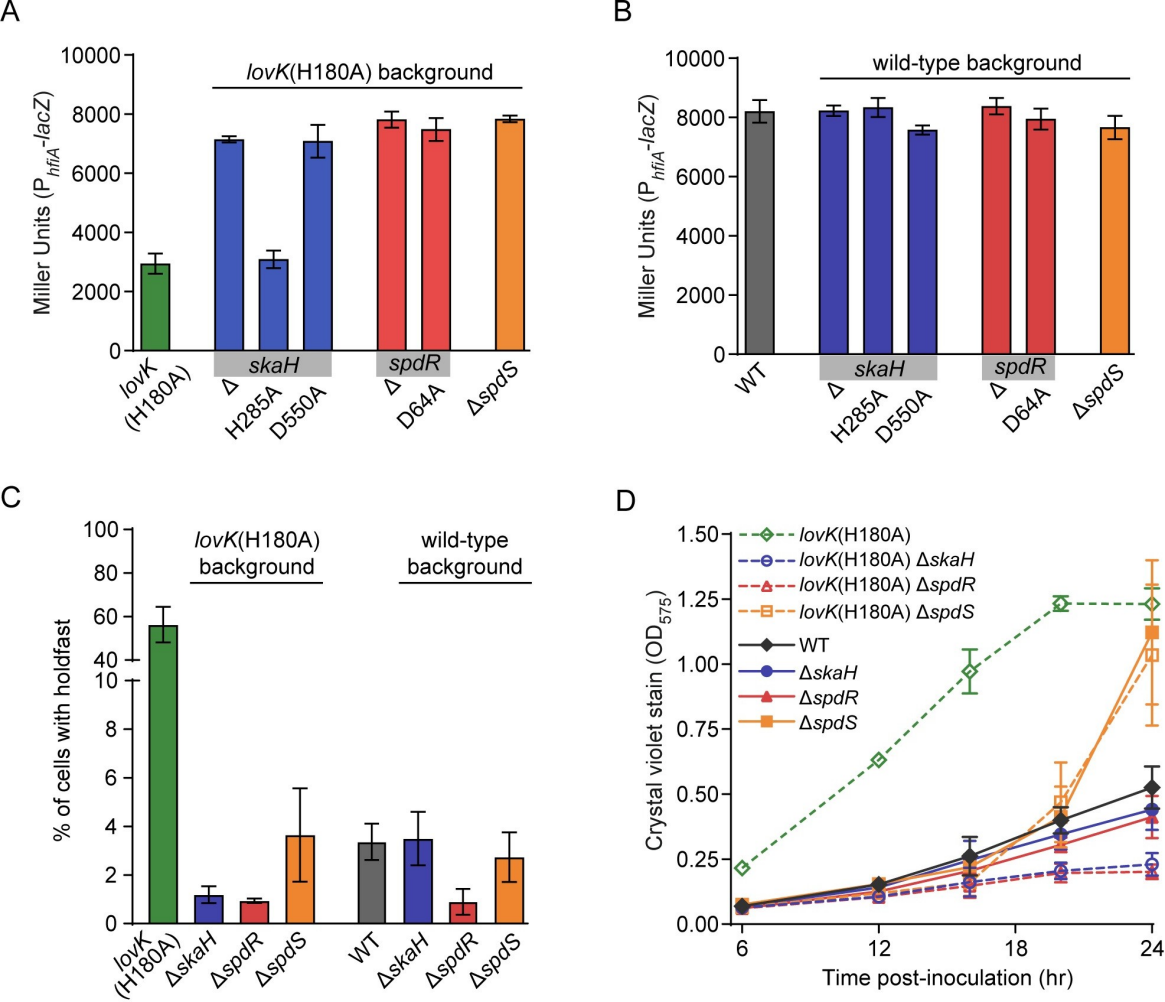
TCS genes identified in the selection are necessary for *lovK*(H180A) to repress *hfiA* transcription. **A and B)** P_*hfiA*_-*lacZ* activity in strains bearing in-frame deletions (Δ) or the indicated substitutions of the conserved phosphorylation sites of *skaH*, *spdS* and *spdR* in strains with a chromosomal *lovK*(H180A) allele (A) and in strains with a wild-type *lovK* allele (B). Bars represent mean ± s.d.; n = 5. **C)** Holdfast was stained with fluorescent Wheat Germ Agglutinin in strains bearing deletions in *skaH*, *spdS* and *spdR* in a *lovK*(H180A) or a wild-type background. Percentage of cells bearing a holdfast was quantified by microscopy. Bars represent mean ± s.d.; n = 4. **D)** Attachment of cells to polystyrene plates measured by crystal violet stain. Strains bear in-frame deletions of *skaH*, *spdS* or *spdR* in a *lovK*(H180A) background and in a wild-type background. Bars represent mean ± s.d.; n = 6 for each strain at each timepoint.

We next asked whether this set of TCS genes affect *hfiA* transcription, holdfast development and surface adhesion in wild-type cells. Activity from the P_*hfiA*_*-lacZ* transcriptional reporter in Δ*skaH*, Δ*spdR* and Δ*spdS* was indistinguishable from wild type (Fig 3B), though transcription of *hfiA* is high under these conditions and additional increases are difficult to measure. Deletion of *spdR* (but not *skaH* or *spdS*) resulted in decreased holdfast development compared to wild type (Fig 3C). We further measured a reproducible and statistically significant decrease in adhesion in Δ*skaH* and Δ*spdR* cultures (S5 Fig), though we note that baseline surface adhesion in wild-type cultures is low under these assay conditions and additional decreases are difficult to measure (Fig 3D). Deletion of *spdS* in a wild-type background resulted in a similar adhesion phenotype to the *lovK*(H180A)Δ*spdS* strain, where we observed a marked increase in surface attachment relative to wild type as the culture entered stationary phase (Fig 3D). To better understand this Δ*spdS* hyperadhesive phenotype during stationary phase, we first tested whether the phenotype requires holdfast production. Δ*spdS* hyperadhesion requires the glycosyltransferase gene *hfsJ*, which is necessary for holdfast synthesis (S6A Fig). We next tested if this phenotype requires the cognate RR *spdR*. Both hyperadhesion and the increase in holdfast development during stationary phase in Δ*spdS* cells require *spdR* (S6B & S6C Fig).These data provide evidence that, under these growth conditions, SkaH and SpdR play subtle roles in regulation of adhesion in wild-type cells. The role of SpdS in the regulation of holdfast development and cell adhesion depends strongly on growth phase.

### Conserved SkaH and SpdR phosphorylation sites are required for *hfiA* transcriptional regulation

We next addressed the role of the conserved *skaH*, *spdS*, and *spdR* phosphorylation sites in regulation of *hfiA* transcription by *lovK*(H180A). The hybrid histidine kinase SkaH has a histidine phosphorylation site in its kinase domain and an aspartyl phosphorylation site in its receiver (REC) domain. We individually mutated these residues to alanine (resulting in H285A and D550A alleles, respectively) in a *lovK*(H180A) background. The *skaH*(H285A) mutation had no effect on *lovK*(H180A) repression of *hfiA* transcription (Fig 3A). The *skaH*(D550A) mutation ablated *hfiA* repression by *lovK*(H180A) (Fig 3A) and ablated its hyperadhesive phenotype (S7 Fig) similar to the *ΔskaH* mutation. Mutating the aspartyl phosphorylation site of the response regulator, SpdR, to alanine (D64A) also blocked *hfiA* repression by *lovK*(H180A) (Fig 3A) and prevented hyperadhesion (S7 Fig) similar to the *ΔspdR* mutation. Similar to the null alleles, the H→A or D→A phosphosite mutations in *skaH* and *spdR* in a wild-type background had no detectable effect on *hfiA* promoter activity (Fig 3B), and a minor effect on surface adhesion (S7 Fig). The transcription and adhesion phenotypes of *spdS*(H248A) were highly variable from day to day for reasons we do not yet understand, and thus we cannot presently draw any conclusions about this strain. Overall, we conclude that intact phosphorylation sites on the *skaH* and *spdR* REC domains are required for *lovK*(H180A) dependent regulation of *hfiA* transcription and surface adhesion.

### SkaH directly interacts with LovK and SpdS *in vitro* and *in vivo*

To further explore the molecular basis of the genetic interactions we observed between TCS genes, we tested whether the corresponding TCS proteins physically interact. We first performed a bacterial two-hybrid (B2H) assay in a heterologous *E*. *coli* system [42], fusing the LovK, SkaH or SpdS kinases to the C-terminus of the T25 and T18c split domain fragments of adenylate cyclase. The transmembrane domain was not included in the SpdS construct in these experiments, which contains only the cytoplasmic kinase domain (hereafter named SpdS*). Sensor histidine kinases generally form stable homodimers [43–45]. Co-expression of the same kinase fused to the T25 and T18c fragments resulted in blue colonies on X-gal medium (Fig 4A), indicative of a homomeric histidine kinase interaction that reconstitutes the split adenylate cyclase. Co-expression of the T25-SkaH fusion with either a T18c-LovK or T18c-SpdS* fusion also resulted in blue colonies (Fig 4A) indicative of heteromeric kinase interactions. B2H reporter strains co-expressing T25-LovK and T18c-SpdS* constructs yielded white colonies (Fig 4A). In addition, we tested whether the conserved phosphorylation sites of SkaH, LovK and SpdS were required for the heteromeric kinase interactions we observed in the B2H assay (S8 Fig). Specifically, we assayed a number of combinations where we mutated the conserved phosphorylation site to an alanine in either one or both of the kinase fusions. All combinations of SkaH alleles co-expressed with either allele of LovK or SpdS* resulted in a positive interaction (S8 Fig). These data provide evidence that SkaH can directly interact with both LovK and SpdS to form a heteromeric kinase complex, and that these interactions do not require the conserved protein phosphorylation sites. We further conclude that LovK and SpdS do not interact in a B2H assay.

**Fig 4:**
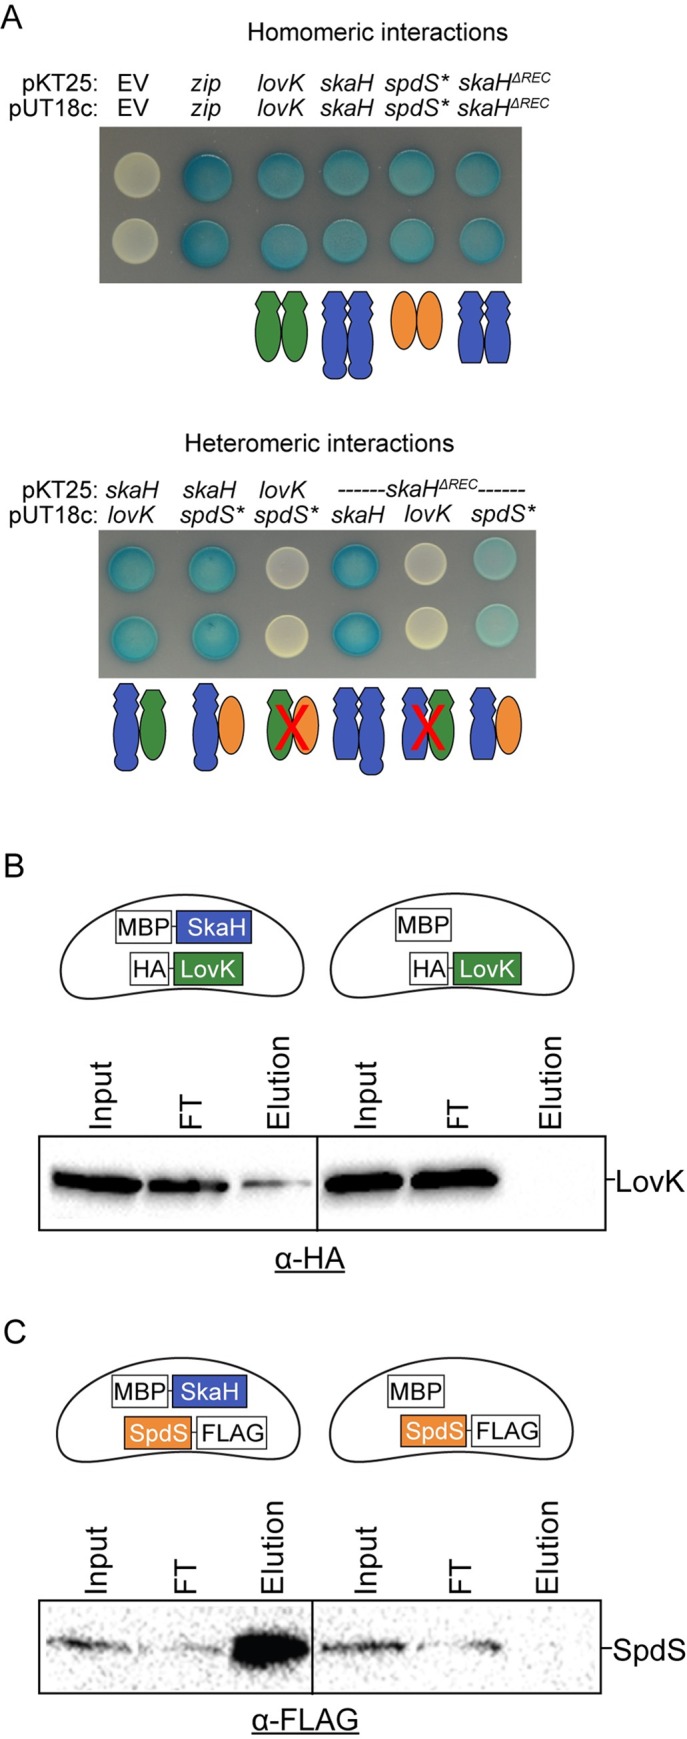
SkaH physically interacts with LovK and SpdS *in vitro* and *in vivo*. **A)** Bacterial two-hybrid (BTH) experiments to assess interactions between histidine kinase fusions to a split adenylate cyclase. Fusions with *spdS* lack the transmembrane domain, notated spdS*. *skaH*^*ΔREC*^ is a truncated version of SkaH that lacks the REC domain. Two biological replicates are shown for each co-expression combination. Protein-protein interaction between fusions reconstitutes the split adenylate cyclase encoded on pKT25 and pUT18c, and results in a blue color on agar plates containing x-gal. Strains expressing fusions that do not interact appear white. Zip = positive control. Histidine kinase protein-protein interaction models are schematized below each BTH assay as 1:1 interactions. However, the actual oligomeric state of detected interactions is not known. **B and C)** Co-purification experiments in which MBP is affinity purified with amylose resin and co-purifying kinases are detected by Western blot. The fusion proteins co-expressed in each experiment are schematized in the cells above each blot. Representative immunoblot against the HA and FLAG epitope tags are shown in B and C respectively. Input = clarified lysate, FT = Flow through.

SkaH is a hybrid histidine kinase, so we next tested whether the heteromeric B2H interactions we observed required the REC domain of SkaH. We fused a short version of SkaH that lacked the REC domain (SkaH^ΔREC^) to the T25 and T18c fragments of adenylate cyclase. Co-expression of SkaH^ΔREC^ fusions to both T25 and T18c resulted in blue colonies when grown on agar plates containing X-gal (Fig 4A); co-expression of T25-SkaH^ΔREC^ and T18c-SkaH also yielded blue colonies (Fig 4A) providing evidence that the homomeric interaction between SkaH monomers does not require the REC domain. A B2H reporter strain co-expressing T25-SkaH^ΔREC^ and T18c-LovK yielded white colonies (Fig 4A). Co-expressing T25-SkaH^ΔREC^ and T18c-SpdS* yielded light blue colonies, indicating the interaction was qualitatively weaker than the observed B2H interaction between full-length SkaH and SpdS* (Fig 4A). These results provide evidence that the REC domain of SkaH is necessary for the heteromeric interaction with LovK observed in a B2H assay. The SkaH REC domain is not strictly required, but apparently contributes to the B2H interaction we observe between SkaH and SpdS*.

To test if the SkaH-LovK and SkaH-SpdS interactions observed in the heterologous B2H system occur *in vivo*, we tested whether LovK and/or SpdS co-purify with SkaH when affinity purified from *C*. *crescentus* lysate. Specifically, we ectopically expressed different combinations of histidine kinase fusions in *C*. *crescentus*: a maltose binding protein (MBP) N-terminally fused to SkaH (MBP-SkaH), a HA epitope tag N-terminally fused to LovK (HA-LovK), and a 3xFLAG tag C-terminally fused to full length SpdS (SpdS-3xFLAG). After co-expression in *C*. *crescentus*, cells were lysed and MBP-SkaH was immobilized on an amylose affinity resin in an effort to pull down potential heteromeric kinase complexes. Co-purifying proteins were detected by Western blot. When MBP-SkaH was co-expressed with either HA-LovK or SpdS-3xFLAG, both fusions co-eluted with MBP-SkaH after a stringent wash and elution with maltose (Fig 4B and 4C). As a negative control, we co-expressed MBP alone with either HA-LovK or SpdS-3xFLAG. Neither HA-LovK nor SpdS-3xFLAG co-eluted with MBP (Fig 4B and 4C), indicating that the interactions observed were not due to protein interaction with MBP or non-specific interactions with the resin. From these data, we conclude that SkaH physically interacts with both LovK and SpdS in *C*. *crescentus*.

### *spdR* regulates *hfiA* transcription indirectly

A major goal of our genetic selection was to identify direct regulators of *hfiA* transcription downstream of LovK. The DNA-binding response regulator, SpdR, emerged as a clear candidate from our data. We utilized genetic, molecular and genomic approaches to test the role of SpdR as a regulator of *hfiA* transcription. As described above, alanine substitution of the conserved phosphorylation site in the SpdR REC domain (D64A), phenocopied the Δ*spdR* deletion mutation in a *lovK*(H180A) background (Fig 3A). Moreover, a classic phosphomimetic substitution of aspartate to glutamate (D64E) in a wild-type background decreased activity from the P_*hfiA*_*-lacZ* transcriptional reporter, and increased surface adhesion and holdfast development (Fig 5A). These data provide genetic evidence that SpdR can function to repress *hfiA* transcription and modulate holdfast production and cell surface adhesion in a phosphorylation dependent manner.

**Fig 5:**
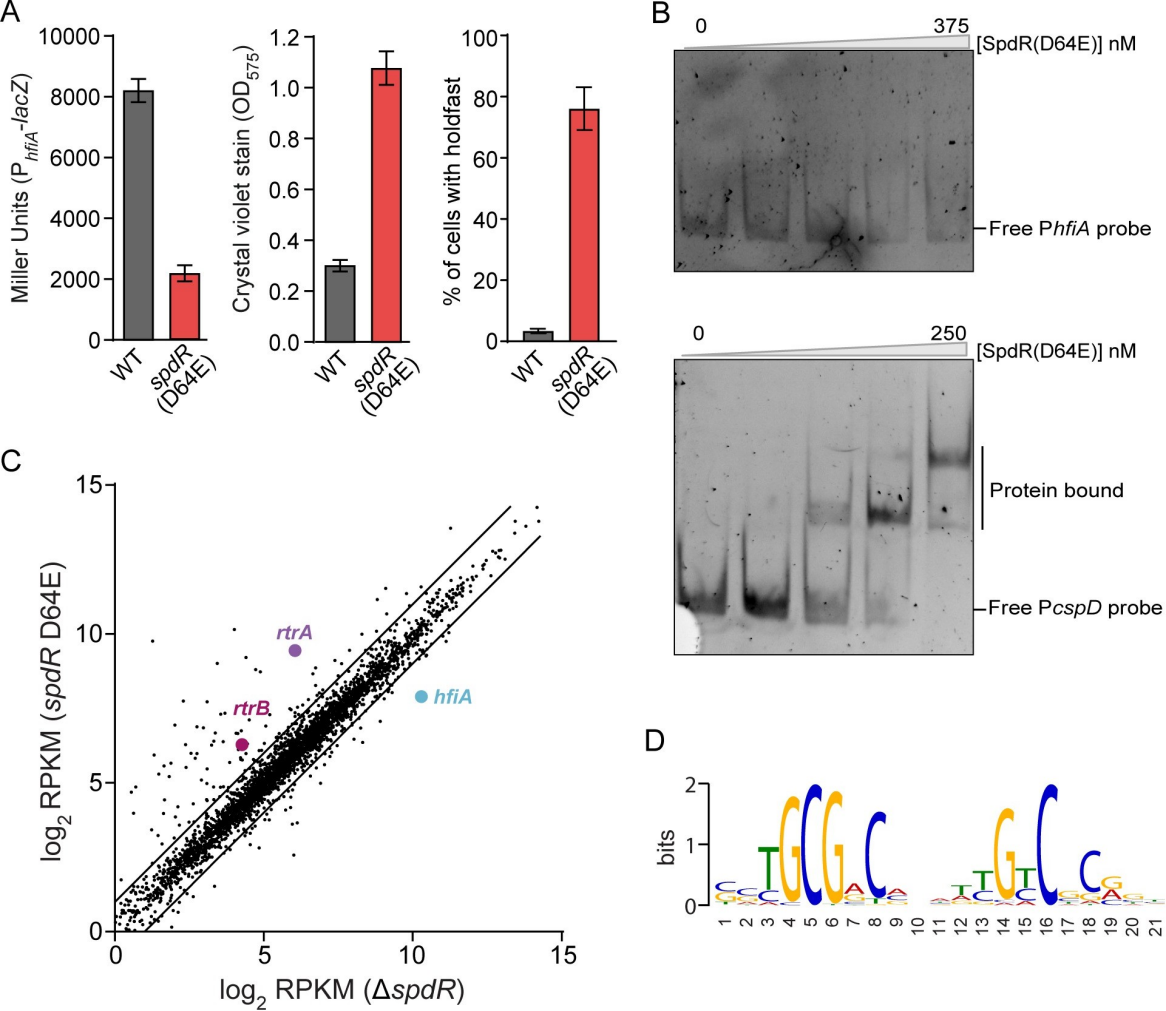
SpdR is an indirect repressor of *hfiA* trancription. **A)** β-galactosidase activity of P_*hfiA*_-*lacZ* transcriptional fusion (left), attachment of cells to polystyrene measured by crystal violet stain (center) and percentage of cells bearing a holdfast by fluorescent Wheat Germ Agglutinin staining of the holdfast (right) for wild-type (WT) and *spdR*(D64E) strains. Data represent mean ± s.d.; n = 4–8. **B)** Electrophoretic mobility shift assay using recombinant His_6_-SpdR(D64E) and a fluorescently labeled *hfiA* promoter probe (top) or *cspD* promoter probe (bottom). His_6_-SpdR(D64E) protein concentrations when incubated with *hfiA* probe were 0, 50, 125, 250, 375 nM, and when incubated with *cspD* probe were 0, 25, 50, 125, 250 nM. Experiments were conducted three times. **C)** RNA-Seq analysis of transcript levels in *spdR*(D64E) and Δ*spdR* strain. Log_2_(mean RPKM) for genes from each strain are plotted against each other where each gene is a dot. Genes of interest (*hfiA*, *rtrA*, *rtrB*) are marked. Lines indicate two-fold change cutoffs. See Methods for details. **D)** Promoter motif identified by MEME in genes positively regulated by *spdR*(D64E) compared to Δ*spdR*.

To test whether SpdR is a direct regulator of *hfiA*, we performed an electrophoretic mobility shift assay (EMSA) using a fluorescently labeled *hfiA* promoter probe and His_6_-SpdR(D64E) recombinant protein. Increasing concentrations of His_6_-SpdR(D64E) did not retard gel mobility of the *hfiA* probe (Fig 5B). As a positive control, we performed an EMSA using a fluorescently labeled probe corresponding to the promoter of *cspD*, a gene reported to be directly regulated by SpdR [39]. Migration of the labeled *cspD* promoter probe was retarded by increasing concentrations of His_6_-SpdR(D64E) and this probe displayed the same double shift as previously published (Fig 5B) [39]. These results provide evidence that SpdR does not bind the *hfiA* promoter, and therefore support a model in which SpdR indirectly regulates *hfiA* transcription.

### RNA sequencing analysis defines the SpdR regulon

Given the evidence that SpdR regulates *hfiA* transcription indirectly, we experimentally defined the transcriptional regulon of SpdR with the goal of uncovering direct *hfiA* regulators that are expressed downstream of SpdR. We measured steady-state transcript levels in a strain missing *spdR* (Δ*spdR*) and a strain expressing the active phosphomimetic *spdR*(D64E) allele by RNA sequencing (RNA-seq). 

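RNA was sequenced from 3 strains with 3 biological replicates each, which gave 9 libraries. Besides Δ*spdR* and the strain expressing *spdR*(D64E), in which a glutamate stands in place of the conserved aspartate of the receiver domain, wild type was sequenced. Cells grew at 30°C in M2X, a defined minimal medium with 0.15% xylose, from an OD660 of 0.008 and were collected at an OD660 between 0.30 and 0.35, where the sample labels give an OD600 of about 0.3. The methods name the Ribo-zero kit for removal of rRNA and the ScriptSeq kit for the stranded libraries, whereas the labels name the TruSeq stranded total RNA kit.

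The authors mapped the reads to the NA1000 genome with CLC Genomics Workbench, and the deposited values for each library are total and unique reads, RPKM and TPM for 4085 genes. Reads over genes in total numbered between 16213544 and 19569469 in the wild-type libraries, between 13641350 and 14984452 in Δ*spdR* and between 19175928 and 19481698 in *spdR*(D64E). Ribosomal RNA took between 0.0339% and 0.134% of these reads, and the 10 most abundant genes between 16.9% and 19.8%.

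*spdR* transcripts separate Δ*spdR* from the other strains, but do not tell wild type from *spdR*(D64E). The reads on *spdR* numbered 1808, 1420 and 1207 in wild type, 1749, 1666 and 1819 in *spdR*(D64E), and 3, 1 and 2 in Δ*spdR*. In RPKM this was 118 ± 15.3 (SD, n = 3) in wild type, 132 ± 6.87 in *spdR*(D64E) and 0.204 ± 0.102 in Δ*spdR*. The ratio of reads, scaled to library size, was 654 between *spdR*(D64E) and Δ*spdR*, with a 95% interval from 300.3 to 1783 that covers counting error only.

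Total reads were compared between strains in one edgeR fit of all 9 libraries with the quasi-likelihood test, TMM normalization and edgeR's filter on low counts, which kept 3936 genes and left 149 untested. The p-values were adjusted over these genes by the Benjamini-Hochberg method. The biological coefficient of variation was 0.121, and libraries of one strain correlated with r between 0.989 and 0.998 across genes. The wild-type libraries carry the tag of lane 3 and those of both mutants that of lane 4, so that comparisons with wild type cross lanes, whereas *spdR*(D64E) and Δ*spdR* share one. Across the same lanes Δ*spdR* and wild type differed by 1 gene and *spdR*(D64E) and wild type by 895 at an adjusted p under 0.05 from edgeR.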

The majority of genes with differential transcriptional profiles are more highly expressed in cells with the constitutively active *spdR*(D64E) allele (Fig 5C and S2 Table). 

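All 15 Che genes listed by symbol rose in the strain expressing *spdR*(D64E) relative to Δ*spdR*, and 15 when adjusted over the list alone, with a median log2 fold change of 1.07 (range 0.47 to 4.95). The list is named for chemotaxis signalling, and which of these products act on the flagellar motor was not tested. *cheY*, a response regulator, rose from 4.06 RPKM in Δ*spdR* to 123 RPKM in *spdR*(D64E), and the log2 fold change of *cheW*, a coupling protein, was 4.17 (standard error 0.22, adjusted p = 1.01e-07 from edgeR).

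Of 47 flagellar genes, 27 rose, 2 fell and 18 did not pass the test (32 and 2 when adjusted over the list alone). *fliI*, the ATPase of flagellar export, had a log2 fold change of 1.35 (standard error 0.19, adjusted p = 3.49e-04 from edgeR) and *fliM*, a switch protein of the motor, one of 1.08 (standard error 0.10, adjusted p = 1.87e-05). The flagellin gene *fljO* and, named after its values were seen, *fliQ* of the export apparatus were the genes that fell, *fliQ* with a log2 fold change of -0.32.

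Of 17 genes for synthesis and anchoring of the holdfast, 11 rose, 1 fell and 5 did not pass the test (13 and 1 when adjusted over the list alone). The polysaccharide synthesis genes *hfsC* (log2 fold change 0.86, standard error 0.15, adjusted p = 0.0019 from edgeR) and *hfsB* (0.76, standard error 0.12, adjusted p = 7.83e-04) rose, and the glycosyltransferase gene *pssZ* fell (-0.60, standard error 0.09, adjusted p = 6.75e-04). Of 7 pilus genes, 6 rose (6 when adjusted over the list alone), among them *cpaF* (0.50) and *cpaC* (0.46), parts of the export machinery. The pilin gene *pilA*, named after its values were seen, was the one that did not pass the test.

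Across the genome, 541 genes were higher and 404 lower in *spdR*(D64E) than in Δ*spdR* at an adjusted p under 0.05 from edgeR, so that 57.2% of the genes that changed were higher. Over 2-fold, with at least 10 RPKM in one of the strains, 119 genes were higher, *spdR* among them, and 45 were lower, so that 72.6% were higher.

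As sets against all other genes, the Che genes had an adjusted p of 1.43e-33 from limma's camera test with a preset correlation, and adjusted p = 8.06e-04 with an estimated correlation. The flagellar genes had an adjusted p of 5.60e-04 from camera, but adjusted p = 0.209 with an estimated correlation. Both lists were written after S2 Table, which was chosen on these libraries, had been read. Their set tests are therefore not independent evidence of a rise. Values of S2 Table had also been seen when the holdfast and pilus lists were written, so their tests carry the same limit. For the holdfast genes camera gave an adjusted p of 0.0371, but adjusted p = 0.483 with an estimated correlation, and for the pilus genes 0.0543. Without *spdR*(D64E) replicate 1, 16 flagellar genes rose and 1 fell, and without *spdR*(D64E) replicate 2, 3 pilus genes rose. With limma on log2(RPKM + 1) the genome gave 338 higher and 386 lower genes, the holdfast list 6 and 1, and 2 pilus genes rose.

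**Figure D1:**
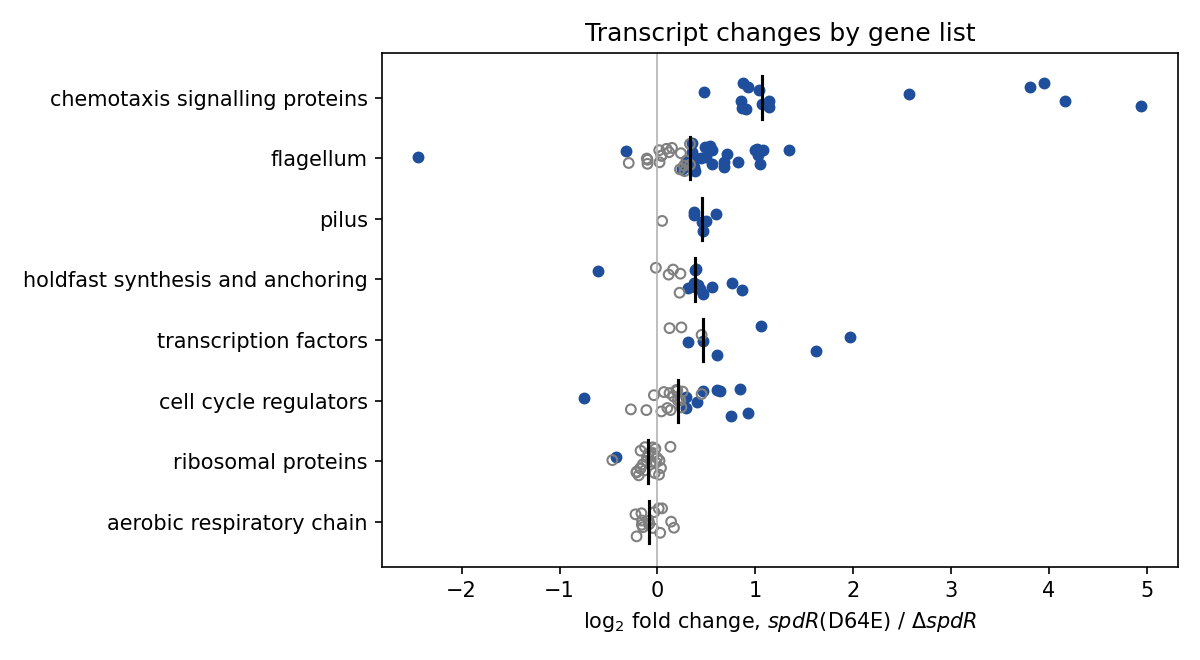
Log2 fold change of each measured gene between *spdR*(D64E) and Δ*spdR* in 8 gene lists (one dot per gene, 3 libraries per strain; filled, adjusted p under 0.05 from edgeR; open, not; black bar, median of the list). All 15 Che genes lie above 0, whereas no gene of the aerobic respiratory chain passed the test, at an unadjusted p under 0.05 or with DESeq2 or limma either.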

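*hfiA*, the inhibitor of holdfast synthesis, had 238 ± 29.0 RPKM (SD, n = 3) in the strain expressing *spdR*(D64E), against 1254 ± 125 RPKM in Δ*spdR* and 1346 ± 248 RPKM in wild type. It lies on the minus strand of the NA1000 chromosome from 938619 to 938855. Its log2 fold change was -2.36 (standard error 0.13, adjusted p = 1.77e-07 from edgeR) against Δ*spdR*, a decrease of 5.15-fold, and -2.46 (standard error 0.13, adjusted p = 1.34e-07) against wild type. Between Δ*spdR* and wild type the log2 fold change was -0.09 (standard error 0.12, adjusted p = 0.992 from edgeR). Every *spdR*(D64E) library had fewer *hfiA* transcripts than every Δ*spdR* library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

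The gene directly downstream on the same strand, *CCNA_00859*, encodes a predicted acetyltransferase and spans 937676 to 938563. It had 480 ± 69.7 RPKM in Δ*spdR* and 134 ± 16.7 RPKM in *spdR*(D64E), a log2 fold change of -1.80 (standard error 0.12, adjusted p = 6.99e-07 from edgeR). S2 Table lists a predicted SpdR binding site for *CCNA_00859* and none for *hfiA*.

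Other genes of the sensory network moved less. *spdS*, the histidine kinase gene next to *spdR*, rose with a log2 fold change of 0.64 (standard error 0.07, adjusted p = 7.01e-05 from edgeR). *lovK* (-0.32, adjusted p = 0.0873), *lovR* (-0.38, adjusted p = 0.151), *skaH* (-0.16, adjusted p = 0.313), *mrrA* (-0.24, adjusted p = 0.121) and the holdfast glycosyltransferase gene *hfsJ* (0.16, adjusted p = 0.343) did not pass the test. *lovK* passed it with only the 6 libraries of the strains compared (adjusted p = 0.0309 from edgeR) and without wild-type replicate 3 (adjusted p = 0.0215), as did *lovR* without *spdR*(D64E) replicate 2 (log2 fold change -0.63, adjusted p = 0.0221).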

Importantly, *hfiA* is among the small set of transcripts that are downregulated in the *spdR*(D64E) strain relative to the Δ*spdR* strain (5.1-fold, p < e^-16^) (Fig 5C and S2 Table). A consensus binding motif for SpdR has been defined in *C*. *crescentus* [39, 40] and for SpdR homologs in other species [46–48]. To predict direct targets of SpdR, we utilized the MEME motif discovery platform [49] to identify shared sequence motifs in the promoter regions (-150 to +50) of all the genes with at least 2-fold expression differences between *spdR*(D64E) and Δ*spdR* strains. This approach revealed a predicted SpdR binding site (Fig 5D) in the promoter regions of 82 genes (S2 Table), suggesting that these genes are directly regulated by SpdR. 

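Genes with a predicted site in S2 Table included those with the largest rises in *spdR*(D64E). *CCNA_02114*, a short gene without an assigned function, went from 2.41 ± 1.60 RPKM (SD, n = 3) in Δ*spdR* to 865 ± 139 RPKM. The TonB-dependent receptor gene *CCNA_03249* went from 10.9 ± 0.421 to 515 ± 12.3 RPKM, and the chemoreceptor gene *CCNA_03468* from 4.92 ± 0.752 to 214 ± 11.3 RPKM. Of the 119 genes higher over 2-fold, 65 (54.6%) have a site. Their median log2 fold change was 2.13, against 1.45 for the 53 risen genes without one, *spdR* left out (permutation test of the means, two-sided, p = 6.3e-04). The test treats genes as independent, which neighbouring genes may not be.

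Risen genes also lay side by side. From *CCNA_00623* to *cheRII*, between 666944 and 681294 on the NA1000 chromosome, 11 of 13 genes rose over 2-fold, and 5 of these have a site. Among them are genes of the receptor McpK and the kinase CheAII, whereas *CCNA_00623* encodes a sensor histidine kinase and *CCNA_00624* and *CCNA_00627* are described in S2 Table as hypothetical proteins. *mcpK*, the one chemoreceptor gene with such a symbol and so the one member of that list, rose with a log2 fold change of 3.88 (standard error 0.11, adjusted p = 4.85e-10 from edgeR; 1 when adjusted over the list alone), and *cheAII* with one of 3.81 (standard error 0.10, adjusted p = 3.86e-10). *cheBII* and *cheRII*, an esterase and a methyltransferase of chemoreceptors, had log2 fold changes of 3.95 and 2.57.

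All 5 genes from *CCNA_03246* to *CCNA_03250* (3412370 to 3422270) rose over 2-fold, 3 with a site, and 4 of 5 from *fssB* to *fliL* (2294520 to 2300540), 2 with a site. All 4 genes from *CCNA_03936* to *CCNA_00770* (824706 to 826336) rose, and none of these has a site in S2 Table. The study found the sites on genes chosen by their change in these libraries, so the share of risen genes with a site is a description of that choice.

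**Figure D2:**
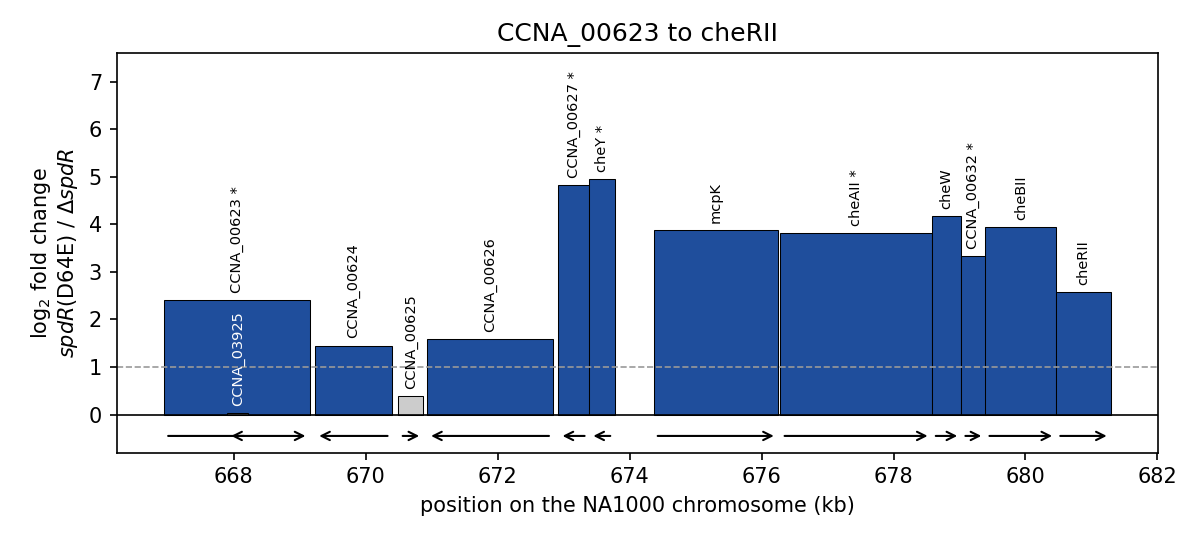
Log2 fold change between *spdR*(D64E) and Δ*spdR* of the 13 genes from *CCNA_00623* to *cheRII*, drawn over each gene's span on the NA1000 chromosome (kb; arrows, strand; blue, higher over 2-fold; grey, not; star, predicted site in S2 Table; dashed line, a log2 fold change of 1). *cheY* is the highest of these genes at 4.95, and *CCNA_03925*, which lies inside *CCNA_00623* on the other strand, is at 0.02.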

A scan of the region from -500 bp to +100 bp around the start *hfiA* codon failed to identify a SpdR binding sequence. These data provide additional evidence that SpdR is not a direct repressor of *hfiA* transcription.

### An approach to identify direct *hfiA* transcriptional regulators downstream of SpdR

We hypothesized that transcription factor(s) regulated downstream of SpdR were responsible for repression of *hfiA* transcription. We took a candidate approach and examined all of the differentially expressed genes (>2-fold, P < 0.01) in our RNA-Seq dataset that contained a predicted DNA-binding domain. The six predicted transcription factors in this set were activated by SpdR (S2 Table). Thus, we reasoned that the repressive effect of SpdR on *hfiA* transcription was the result of activation of one or more transcription factors that directly repress *hfiA* (Fig 6A). 

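In the strain expressing *spdR*(D64E), 9 transcription factor genes rose over 2-fold relative to Δ*spdR* at an unadjusted p under 0.01 from edgeR. They were taken by symbol or by their description in S2 Table, whereas the paper took genes with a predicted DNA-binding domain. S2 Table describes 6 of the 9 as transcriptional regulators, and the others are *CCNA_01269* of the GcrA superfamily, the leucine-responsive regulatory protein *CCNA_00848* and the cold shock protein *cspD*. The log2 fold changes of *CCNA_01269* and *CCNA_00848* were 3.78 (standard error 0.25, adjusted p = 7.29e-07 from edgeR) and 3.16 (standard error 0.28, adjusted p = 1.22e-05). *cspD* had 19.2 ± 2.01 RPKM (SD, n = 3) in Δ*spdR*, 27.2 ± 7.56 RPKM in wild type and 73.4 ± 2.39 RPKM in *spdR*(D64E).

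The microoxic regulator *fixK* had 235 ± 19.6 RPKM in Δ*spdR* and 411, 582 and 1104 RPKM in the *spdR*(D64E) libraries, a log2 fold change of 1.62 (standard error 0.31, adjusted p = 0.00351 from edgeR). The neighbouring TetR-family genes *CCNA_00769* and *CCNA_00770* rose with log2 fold changes of 1.21 and 1.19, and *hipB* with one of 1.06 (standard error 0.16, adjusted p = 6.28e-04 from edgeR). *CCNA_03267* and *CCNA_02415* complete the set.

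Of 9 transcription factor genes listed by symbol, 6 rose and 3 did not pass the test (8 when adjusted over the list alone). *gcrA* (0.61) and *tipR* (0.46) of that list rose less than 2-fold, and the cell cycle regulators *ctrA* (0.45, adjusted p = 0.0992 from edgeR), *tacA* (0.25, adjusted p = 0.0719) and *sciP* (0.12, adjusted p = 0.552) did not pass the test. *ctrA* passed it without Δ*spdR* replicate 3 (0.69, adjusted p = 0.0115 from edgeR), and with the replicate number as a block *ctrA* (0.48, adjusted p = 0.0165) and *tacA* (0.25, adjusted p = 0.0417) did. Against all other genes the list had an adjusted p of 0.00258 from camera, but adjusted p = 0.209 with an estimated correlation. It was written after S2 Table, which holds *fixK*, *hipB* and *cspD*, had been read, so it is not independent evidence of a rise.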

We individually overexpressed all candidate transcription factors and measured *hfiA* promoter activity and surface attachment. Two *X*enobiotic *R*esponse *E*lement (XRE)-family transcription factors, *CC_3164* (*CCNA_03267*) and *CC_2330* (*CCNA_02415*), displayed the overexpression phenotypes expected for an *hfiA* repressor: a decrease in activity of the *hfiA* promoter (Fig 6B), increase in holdfast development (Fig 6C) and an increase in surface adhesion (S9A Fig), compared to wild-type. 

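*CCNA_03267* (*rtrA*) and *CCNA_02415* (*rtrB*) moved opposite to *hfiA* in the same libraries. *rtrA* had 695 ± 87.2 RPKM (SD, n = 3) in the strain expressing *spdR*(D64E), 66.4 ± 16.7 RPKM in Δ*spdR* and 66.2 ± 10.7 RPKM in wild type. *rtrB* was less abundant, with 77.8 ± 0.986 RPKM in *spdR*(D64E), 19.3 ± 5.02 RPKM in Δ*spdR* and 16.5 ± 1.72 RPKM in wild type. For *rtrA* the log2 fold change was 3.43 (standard error 0.16, adjusted p = 5.63e-08 from edgeR) against Δ*spdR*, and for *rtrB* it was 2.05 (standard error 0.15, adjusted p = 1.77e-06). Between Δ*spdR* and wild type *rtrA* was at -0.00 and *rtrB* at 0.22 (adjusted p = 0.999 and 0.992 from edgeR).

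*rtrA* lies on the plus strand of the NA1000 chromosome from 3437329 to 3437760 and *rtrB* on the plus strand from 2559422 to 2559829. The bases listed for *rtrA* in S2 Table are ATCGCGACGTAACGCCGCGCC, and those for *rtrB* are ACCGCGACACTTCAGCGCGAA. With a position weight matrix made from the other sites of risen genes, the *rtrA* bases scored 14.8 and those of *rtrB* 8.59, ranks 28 and 56 among 64. *cspD*, the positive control of the mobility shift in Fig 5B, has GCTGCGACGAAATGTCGCGGT, with a score of 20.4 and rank 2. From the rise of the transcription factors of S2 Table and the fall of *hfiA*, the paper reasons that SpdR lowers *hfiA* transcription through one or more regulators that it activates and that bind *hfiA* themselves. It also reports that SpdR(D64E) did not shift the *hfiA* probe and that a scan around *hfiA* found no SpdR site. The idea was tested there by overexpression of the regulators and by mobility shifts with RtrA and RtrB. The paper also deleted both genes in wild type and in *spdR*(D64E). Loss of *rtrB*, but not of *rtrA*, modestly lowered adhesion, and it concludes that *rtrB* matters more for adhesion under those conditions.

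**Figure D3:**
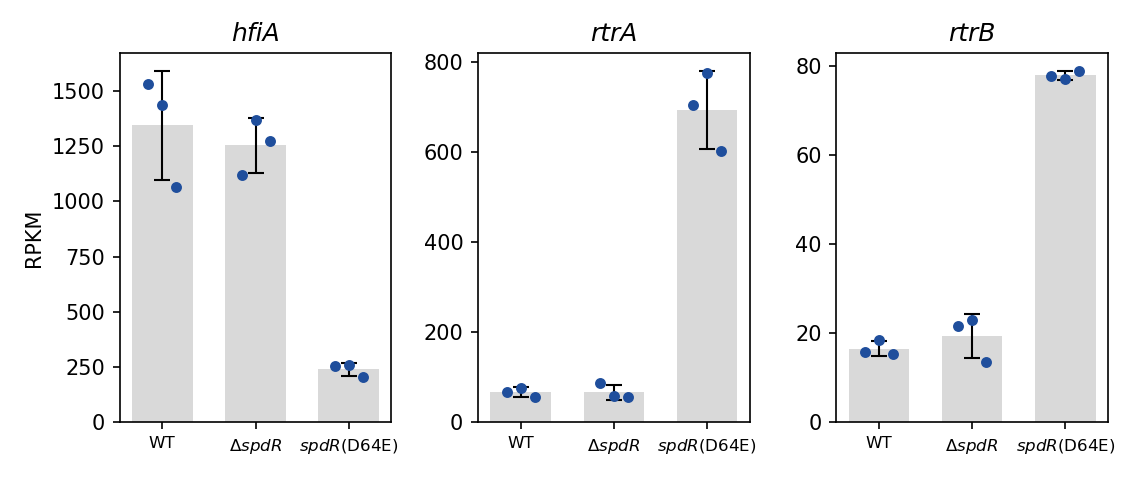
RPKM of *hfiA*, *rtrA* and *rtrB* in wild type, Δ*spdR* and *spdR*(D64E) (bars, mean; error bars, SD; dots, the 3 libraries of each strain). In *spdR*(D64E) the libraries lie between 204.5 and 256 RPKM for *hfiA*, below every other library, and between 603 and 776 RPKM for *rtrA*, above every other library.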

Importantly, the promoter regions of *rtrA* and *rtrB* each contain a predicted SpdR binding site (S2 Table), providing evidence that transcription of these genes is directly regulated by SpdR. Since *CC_3164* and *CC_2330* are in the SpdR regulon and regulate *hfiA* promoter activity, we named these genes *rtrA* and *rtrB*, for *R*eg*BA* *t*ranscriptional *r*egulator *A* and *B*, respectively.

**Fig 6:**
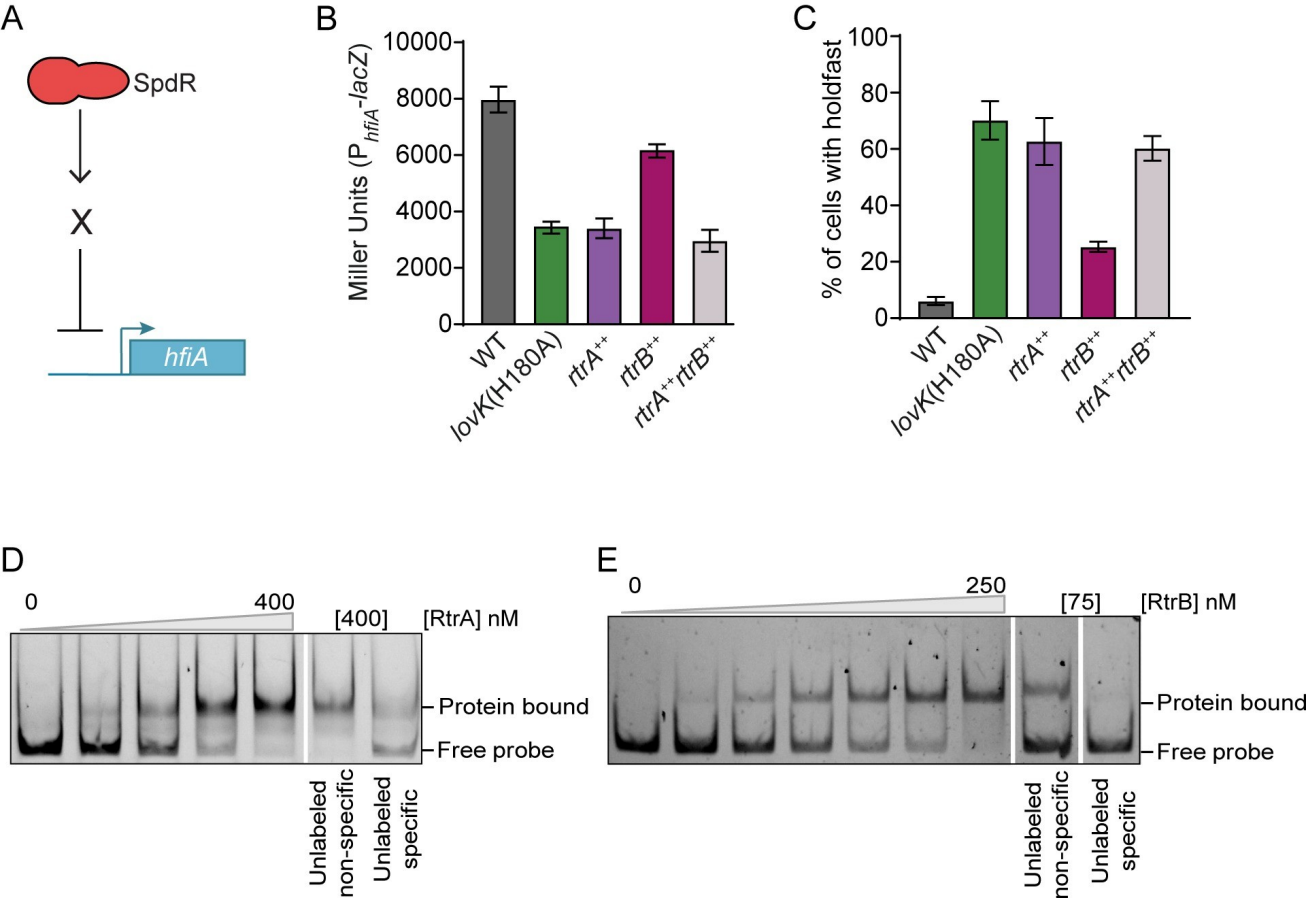
*rtrA* (*CC_3164*) and *rtrB* (*CC_2330*) are direct repressors of *hfiA*. **A)** We postulated that transcription factor(s) X, downstream of SpdR, repressed *hfiA* transcription. **B and C)** β-galactosidase activity from P_*hfiA*_-*lacZ* transcriptional reporter (B) and percentage of cells bearing a holdfast (C) in different genetic backgrounds. Wild-type (WT) and *lovK*(H180A) carry empty vectors pMT680 and pMT585 integrated at the xylose locus as controls. *rtrA*^*++*^ carries pMT680-*rtrA* and pMT585 empty vector. *rtrB*^*++*^carries pMT585-*rtrB* and pMT680 empty vector. *rtrA*^*++*^*rtrB*^*++*^ carries pMT680-*rtrA* and pMT585-*rtrB*. Genes in both plasmids are expressed from a xylose inducible promoter. Data are representative of at least three independent experiments. Data represent mean ± s.d.; n = 6–8. **D and E)** Electrophoretic mobility shift assay of purified RtrA (D) and His_6_-RtrB (E) with a fluorescently labeled *hfiA* promoter probe, with increasing concentrations of protein (0, 100, 200, 300, 400 nM for RtrA and 0, 10, 25, 50, 75, 100, 250 nM for His_6_-RtrB). Unlabeled specific and non-specific probes are in 10-fold excess of the labeled *hfiA* promoter probe. Blots are representative of at least three independent experiments.

Overexpression of each transcription factor alone provides evidence that *rtrB* is a less potent *hfiA* repressor than *rtrA*. This is congruent with our observation that *rtrB* overexpression does not influence holdfast development to the same extent as *rtrA* overexpression (Fig 6B and Fig 6C). Coordinate overexpression of *rtrA* and *rtrB* did not decrease *hfiA* expression or increase holdfast development more than *lovK*(H180A) or a strain overexpressing *rtrA* alone (Fig 6B and Fig 6C). Strains overexpressing either one or both *rtrA* and *rtrB* had the same bulk surface adhesion phenotype as *lovK*(H180A) (S9A Fig). These data indicate that *rtrA* and *rtrB* regulate *hfiA* transcription, holdfast development, and surface adhesion.

Finally, we measured the effect of deleting *rtrA* and *rtrB* on surface adhesion in wild-type and in *spdR*(D64E) backgrounds (S9B Fig). In wild-type cells, deletion of *rtrB* but not *rtrA* resulted in a modest decrease in surface adhesion; the Δ*rtrA*Δ*rtrB* adhesion phenotype was similar to Δ*rtrB* (S9B Fig). We observed similar results in a *spdR*(D64E) background. We conclude that *rtrB* has a larger effect on surface adhesion than *rtrA* under these assay conditions.

### RtrA and RtrB are direct regulators of *hfiA* transcription

Having demonstrated that *rtrA* and *rtrB* repress *hfiA* expression and enhance holdfast development, we next tested whether RtrA and RtrB proteins directly bind the *hfiA* promoter. Increasing concentrations of either protein retarded mobility of a labeled *hfiA* promoter probe relative to the probe alone in an EMSA assay (Fig 6D & 6E). To assess the specificity of this interaction, we added 10-fold excess of unlabeled specific probe or unlabeled non-specific probe. The unlabeled specific probe competed with the labeled probe for binding to RtrA and RtrB, while unlabeled non-specific probe had little effect on binding of RtrA or RtrB to the *hfiA* promoter region (Fig 6D & 6E). These data support a model in which RtrA and RtrB directly repress *hfiA* transcription.

## Discussion

Adherence of a *C*. *crescentus* cell to a surface via its holdfast is effectively permanent. As such, it is not surprising that holdfast synthesis is a highly regulated process. *hfiA* is a potent inhibitor of holdfast synthesis, and its transcription is controlled by a suite of cell cycle and environmental regulatory proteins [14–16]. In this study, we sought to understand the molecular mechanism by which the TCS, LovK-LovR, controls *hfiA* transcription. A forward genetic selection followed by candidate gene studies led to the discovery of a network of TCS proteins and transcription factors that coordinately function with LovK to regulate *hfiA* transcription. Specifically, we have shown that the hybrid histidine kinase, SkaH, forms heteromeric complexes with the LovK kinase and the SpdS kinase *in vivo*. This suite of kinases works through the DNA-binding response regulator, SpdR, to activate expression of two transcription factors, RtrA and RtrB, which directly bind the *hfiA* promoter and repress its transcription. Our data provide evidence for a multi-component sensory system (Fig 7) that has the capacity to detect, and perhaps integrate, multiple signals to regulate holdfast development.

**Fig 7:**
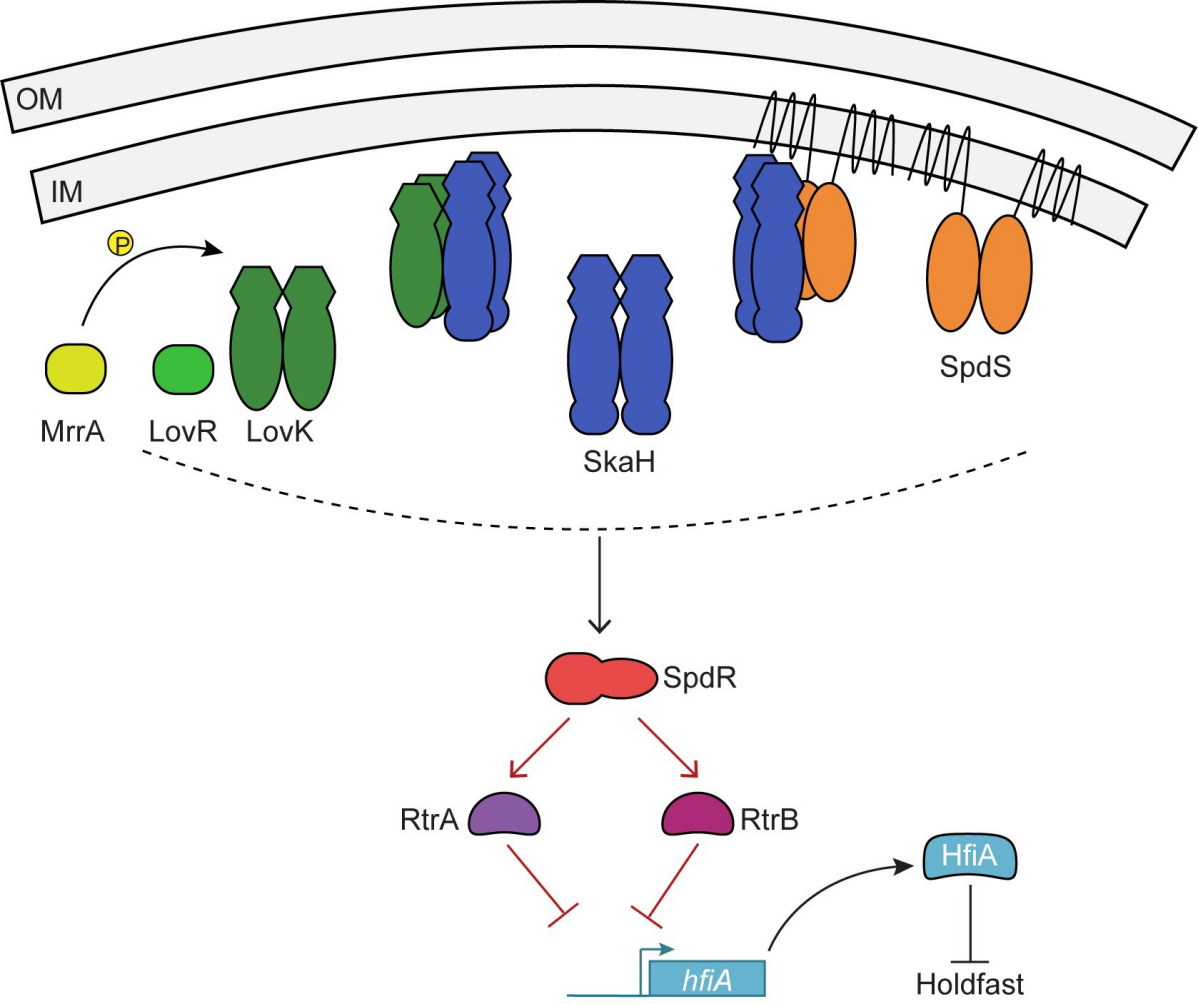
Network model of TCS proteins and transcription factors that regulate *hfiA* transcription and surface adhesion. Proposed model in which the hybrid histidine kinase, SkaH, interacts with both LovK and SpdS to mediate *hfiA* transcription. The oligomeric state of these kinase complexes is not known. Interactions and/or phosphoryl transfer between the kinases and response regulators are proposed to collectively regulate SpdR phosphorylation. Phosphorylated SpdR activates transcription of RtrA and RtrB, transcription factors that directly bind to and repress the *hfiA* promoter. The SDRR, MrrA, can transfer a phosphoryl group to LovK and also modulates *hfiA* transcription in a LovK dependent manner [16]. Red lines indicate direct transcriptional regulation. Dashed line indicates the unknown flow of phosphoryl groups.

### Signaling through the LovK-LovR system

*C*. *crescentus lovK-lovR* overexpression modulates cell adhesion by influencing *hfiA* transcription [14], but it also indirectly represses dozens of genes in the General Stress Response (GSR) regulon [50] through an independent molecular mechanism [14]. The mechanism by which the SDRR LovR functions with LovK to regulate *hfiA* and the GSR remains unclear, but previous genetic data have suggested that its function may be to simply dephosphorylate LovK [33, 50]. This model is based on the result that overexpression of either *lovK* or *lovR* alone has no effect on cell-to-cell adhesion [33] or on repression of GSR transcription [50], while coordinate overexpression represses GSR transcription [50], enhances cell-to-cell [33] and surface adhesion [14], and represses *hfiA* transcription [14]. These data support a model in which LovK is active in its unphosphorylated state. Similarly, our analysis of *hfiA* transcription and surface attachment in a strain that solely expresses the non-phosphorylatable *lovK*(H180A) allele supports such a model (S1 Fig).

What, then, occurs at the molecular level that explains these phenotypes? Unphosphorylated-LovK may function as an allosteric regulator of other kinases or kinase complexes that control SpdR phosphorylation. LovK may also dephosphorylate a receiver protein or receiver domain required for SpdR phosphorylation. There is evidence that LovK can function as a dephosphorylase in the case of the SDRR MrrA, which was recently proposed to serve as a signaling hub that controls GSR transcription. MrrA also enhances *hfiA* expression in a manner that requires *lovK*, but not *lovR* [16]. These data suggest MrrA is an additional TCS protein that functions upstream of LovK in the network of TCS proteins that modulate *hfiA* transcription. We hypothesize that non-phosphorylatable LovK(H180A) leads to high levels of phosphorylated SpdR, which results in repression of *hfiA* transcription. Given the fact that SkaH is required for *hfiA* repression by *lovK*(H180A), we do not favor a model in which LovK directly phosphorylates or dephosphorylates SpdR.

### Interplay between HisKA and HWE/HisKA_2 families of histidine kinases

SkaH and LovK belong to the HWE/HisKA_2 histidine kinase family, which is defined by unique primary structure features in the dimerization, histidine phosphotransfer (DHp), and catalytic (CA) domains [35, 36]. HWE/HisKA_2 proteins are reported to function as part of complex signal transduction systems, including the GSR in *Alphaproteobacteria* [16, 26] and cyst development in *Rhodospirillum centenum* [51, 52], and have been reported in unusual oligomeric forms including monomer [53] and hexamer [54]. Though SpdS is a member of the more common HisKA family of HKs, its homolog in *Rhodobacter capsulatus* (RegB) can form tetramers mediated by an intermolecular disulfide bond that forms through a conserved cysteine [55]. It is not known if *C*. *crescentus* SpdS forms tetramers, but we predict that it may since it contains the conserved cysteine (C248) present in *R*. *capsulatus* RegB. It is therefore possible that HWE/HisKA_2 kinases (SkaH and LovK) and a HisKA kinase (SpdS) form unusual, high-order oligomers in the cell, and that changes in the oligomeric states of these proteins affect their function as regulators of *hfiA* and GSR transcription. Though we have presented clear evidence for interactions between SkaH, LovK, and SpdS, the structural basis of these interactions remains undefined. It is important to consider the possibility that the heteromeric HK interactions we observe under our assay conditions do not reflect the full extent of kinase interactions in the cell. Specifically, it is possible that the LovK-SkaH-SpdS complex is part of an even higher order complex of regulatory proteins, as the case for the ≈2 MDa stressosome complex that controls the σ^B^-dependent general stress response (GSR) in *Bacillus subtilis* [56, 57].

Finally, our data provide evidence for an emerging model in which HisKA and HWE/HisKA_2-family HKs can function together to regulate gene expression. A previous study showed that the SDRR, MrrA, can be phosphorylated and/or dephosphorylated by kinases from both of these families of HKs in *C*. *crescentus* [16]. Furthermore, deletion of all the HWE/HisKA_2 HKs in *Sphingomonas melonis* Fr1 does not completely ablate GSR transcription [26], suggesting that one or more HisKA kinases also play a role in regulating this system. This study provides additional evidence for complex signal transduction systems involving both HisKA and HWE/HisKA_2 histidine kinase families.

### A consortium of sensors regulate *hfiA* to control cell adhesion

Crystal violet staining data reveal a modest but reproducible defect in surface adhesion when *skaH* or *spdR* are deleted in a wild-type background (Fig 3D and S5 Fig). This defect is more pronounced as culture density increases (Fig 3D). We note that small differences in surface adhesion are challenging to measure. Nevertheless, our results are consistent with a recent genome-scale analysis of adhesion to a cellulosic surface where mutants with disruptions in *skaH*, *spdS*, *spdR*, and *rtrB* exhibited reduced cell attachment to cheesecloth in complex medium (S10 Fig) [58]. This independent genetic experiment supports a model in which these gene products function together as positive regulators of surface attachment across distinct media conditions.

The specific environmental or intracellular signals that regulate activity of the sensory systems identified in our selection are not known. However, SpdS-SpdR homologs have been studied extensively and shown to sense the cellular redox state by three mechanisms: *1)* binding of oxidized quinone [59, 60], *2)* cysteine sulfenic acid modification [61] or *3)* disulfide bond formation [55] at a conserved reactive cysteine. *C*. *crescentus* SpdS transfers a phosphoryl group to SpdR *in vitro* [39], but the role of SpdS-SpdR phosphorylation *in vivo* remains unclear. In other *Alphaproteobacteria*, SpdS homologs have been reported to dephosphorylate their cognate regulators [62–65], and thus we cannot exclude the possibility that SpdS may primarily function to dephosphorylate SpdR in *C*. *crescentus* cells. In fact, we observed that upon entering stationary phase, a Δ*spdS* mutant has dramatically enhanced surface adhesion (Fig 3D), similar to the hyper-adhesive phosphomimetic *spdR*(D64E) mutant. Furthermore, we present evidence that the hyper-adhesive phenotype of the Δ*spdS* mutant depends on *spdR* (S6B Fig and S6C Fig). This stationary phase Δ*spdS* phenotype suggests a model in which stationary phase signal(s) activate SpdS as a SpdR~P dephosphorylase. This model remains to be tested.

*C*. *crescentus* LovK has the capacity to function as both a redox sensor [37] and a photosensor [33]. The genetic interactions we uncovered between LovK and SpdS-SpdR may reflect a fundamental role for LovK in redox sensing *in vivo*. *C*. *crescentus* is reported to undergo a dynamic change in the intracellular redox state during the cell cycle [66]. It would be interesting to know if *hfiA* transcriptional regulation by the SkaH, LovK and SpdS sensor kinases is influenced by intracellular redox. The ability of SkaH to function as a sensor has not been characterized, though a database search using the Phyre2 profile-profile alignment algorithm [67] provides evidence for two PAS-like sensor domains [68] N-terminal to the HWE kinase domain. The multi-protein regulatory system we report here could potentially sense a variety of environmental signals (e.g. redox potential, light, small molecules) to control *hfiA* expression.

### Downstream regulators that directly control *hfiA* transcription

We identified two transcription factors, *rtrA* and *rtrB*, that function downstream of SpdR to directly repress *hfiA* transcription and control surface adhesion. *rtrA* was previously identified as part of the stationary phase SpdR regulon in *C*. *crescentus* [40], while *rtrB* was not. Our transcriptomic experiments were conducted on cells in logarithmic phase expressing a phosphomimetic SpdR allele. Studies of RegA-dependent transcription in *Rhodobacter capsulatus* have shown that the composition of the RegA regulon depends on the growth medium [69]. Similar conditional regulation by SpdR may exist in *C*. *crescentus*, and thus *rtrA* and *rtrB* may be activated and control *hfiA* transcription under distinct sets of environmental conditions. Possible conditional regulation of *rtrA* and *rtrB* in *C*. *crescentus* is reflected in our overexpression and genetic epistasis data that show distinct holdfast and surface adhesion phenotypes for the individual *rtrA* and *rtrB* overexpression and deletion strains. Efforts to globally define the regulons of *rtrA* and *rtrB* are ongoing and will provide a more complete understanding of the broader functional roles of these direct *hfiA* regulators in *C*. *crescentus*.

## Methods

### Strain growth conditions

*Escherichia coli* strains were cultivated in Lysogeny Broth (LB) or LB agar plates (1.5% agar) at 37°C. Antibiotics were added to the following final concentrations as required: kanamycin 50 μg/ml, chloramphenicol 20 μg/ml, ampicillin 100 ug/ml, tetracycline 12 μg/ml, gentamicin 15 μg/ml and spectinomycin/streptomycin 50 μg/ml / 30 μg/ml.

*Caulobacter crescentus* strains were cultivated on peptone-yeast extract (PYE) agar (0.2% peptone, 0.1% yeast extract, 1 mM MgSO_4_, 0.5 mM CaCl_2_^,^ 1.5% agar) at 30°C [70]. Liquid cultures of *C*. *crescentus* were cultivated at 30°C in PYE (0.2% peptone, 0.1% yeast extract, 1 mM MgSO_4_, 0.5 mM CaCl_2_) or M2 defined medium supplemented with xylose (0.15%) as the carbon source (M2X) [70]. For expression of a gene from the *vanA* promoter, a final concentration of 0.5 mM of vanillate was added to M2X (M2VX). Antibiotics were added to the following final concentrations as required for liquid cultures: tetracycline 1 μg/ml. For solid medium growth, antibiotics were added as follows: kanamycin 25 μg/ml, chloramphenicol 1 μg/ml, tetracycline 2 μg/ml, gentamicin 5 μg/ml and spectinomycin/streptomycin 50 μg/ml / 5 μg/ml.

### Plasmid construction

*C*. *crescentus* DNA was amplified from colonies using KOD Xtreme hot-start polymerase (EMD Biosciences/Novagen). PCR reactions were supplemented with 5% dimethyl sulfoxide (DMSO). All plasmids were cloned in *E*. *coli* Top10 (Invitrogen, Carlsbad, CA). The sequences of all cloned products were confirmed in the target plasmids.

Gene deletions and point mutations were generated by spliced overlapping PCR using external primers with specific restriction enzyme sites. PCR products were digested and ligated into the pNPTS138 plasmid [71] at the necessary restriction enzyme sites. Plasmids for ectopic gene expression were generated by ligating a digested PCR product of the gene of interest into *colE1*-based integrating plasmids with either a vanillate (P_*van*_) or xylose (P_*xyl*_) inducible promoter [72]. Plasmids are listed in S3 Table.

### Strain construction

Chromosomal allele replacements were made using standard two-step recombination using *sacB* for counterselection. Briefly, pNPTS138-derived plasmids were transformed into *C*. *crescentus* by electroporation. Primary integrants were selected by growth on PYE Kan plates, inoculated into liquid PYE and grown overnight without selection. Cultures were plated on PYE agar supplemented with 3% sucrose to select for clones that lost the plasmid in a second recombination event. Chromosomal allele replacements were confirmed by PCR amplification of the gene of interest from kanamycin sensitive clones. pRKlac290 transcriptional reporter plasmid P_*hfiA*_-*lacZ* was conjugated into *C*. *crescentus* by triparental mating [70]. *C*. *crescentus* was then grown on PYE plates supplemented with tetracycline to select for cells carrying the plasmid and nalidixic acid to counterselect against *E*. *coli*. Integrating expression plasmids were transformed into *C*. *crescentus* by electroporation. Strains carrying the plasmid were selected on PYE agar supplemented with a plasmid-specific antibiotic.

### Protein purification for EMSA

For heterologous expression, pET-based plasmids were transformed into Rosetta(DE3)pLysS (Novagen). Strains were inoculated into 10 ml of LB liquid medium supplemented with Kan 50 μg/ml and grown overnight shaking at 37°C. The overnight culture was used to inoculate a flask with 250 ml of fresh LB liquid medium supplemented with Kan 50 μg/ml and grown shaking to OD_600nm_ of 0.6–0.8 at 37°C. Then, a final concentration of 1 mM isopropyl β-D-1-thiogalactopyranoside (GoldBio) was used to induce protein expression for 4 hrs under the same conditions. The cultures were harvested by centrifugation at 11,000 × g for 7 min at 4˚C, resuspended in 15 ml of resuspension buffer (10 mM Imidazole, 125 mM NaCl, 25 mM Tris pH 7.6) and saved at -20°C until needed. When samples were thawed, DNAseI and PMSF were added to final concentrations of 250 μg/ml and 800 μM, respectively. The cells were then disrupted by one passage in a microfluidizer (Microfluidics LV1) and the resulting lysate was clarified by centrifugation at 39,000 × g for 15 min at 4°C. Purification of His_6_-RtrB, His_6_-SUMO-RtrA and His_6_-SpdR(D64E) was performed by nickel affinity chromatography (nitrilotriacetic acid resin; GE Healthcare). After binding of the clarified lysate to the column, the sample was washed with 30–50 ml of resuspension buffer followed by 10 ml of wash buffer (75 mM Imidazole, 125 mM NaCl, 25 mM Tris pH 7.6). Protein was eluted with 1–2 ml of elution buffer (500 mM Imidazole, 125 mM NaCl, 25 mM Tris pH 7.6). Sample purity was assessed by resolving the purified protein by 12% SDS-PAGE and the gels were stained with Coomassie blue.

For purification of RtrA, ULP1 protease was added to the eluted protein to cleave the His_6_SUMO tag and this sample was dialyzed overnight at 4°C in 1 L of buffer containing 25 mM Tris pH 7.6, 125 mM NaCl_2_, 50% glycerol. The cleaved protein was further purified by nickel affinity chromatography, where the flow through containing the cleaved untagged RtrA was collected for use in this study. For His_6_-RtrB purification, the eluted protein was dialyzed overnight at 4°C in 1 L of buffer containing 25 mM Tris pH 7.6, 200 mM KCl, 10 mM MgCl_2_, 15mM EDTA pH 8.0 and 50% glycerol. For purification of His_6_-SpdR(D64E), the eluted protein was dialyzed overnight at 4°C in 1 L of buffer containing 25 mM Tris pH 7.6, 125 mM NaCl_2_ and 50% glycerol. Aliquots of the purified proteins were saved at -80°C.

### Genetic selection

The goal of this selection was to isolate spontaneous mutants in which the *lovK*(H180A) allele could no longer repress the *hfiA* promoter (P_*hfiA*_). We used a *lovK*(H180A) strain carrying an integrated plasmid in which the promoter of *hfiA* was fused to *cat* (P_*hfiA*_-*cat*). The *cat* gene encodes chloramphenicol acetyltransferase, which confers resistance to the antibiotic chloramphenicol in a dose dependent manner. We used growth rate in the presence of chloramphenicol as a proxy for P_*hfiA*_-*cat* activity and enriched for spontaneous mutants that grew faster than the parental *lovK*(H180A) strain in the presence of chloramphenicol. We identified optimal selection conditions by comparing growth rate of wild-type and *lovK*(H180A) strains carrying the P_*hfiA*_*-cat* plasmid in a range of chloramphenicol concentrations. The highest dynamic range between growth rates in the wild-type and *lovK*(H180A) backgrounds was at 1–2 μg/ml chloramphenicol.

For each independent selection, one ml of an overnight culture of the parental strain was used to inoculate flasks containing 500 ml of M2X medium supplemented with a final concentration of 1–2 μg/ml of chloramphenicol. Flasks were incubated shaking at 30˚C until they reached OD_660nm_ of 0.6–0.9. At this point, 100–500 μl of the cultures was used to inoculate 500 ml of fresh M2X medium. Cultures were allowed to grow and this passaging process was performed until the diluted cultures grew fast enough to reach OD_660nm_ of 0.6–0.9 in a single overnight incubation. Upon initial inoculation, cultures took 3–5 days to reach the desired OD_660nm_ but after 5–7 serial passages cultures only took about 18 hrs to reach OD_660nm_ of 0.6–0.9. This indicated that the population was more resistant to chloramphenicol. Individual mutant clones were isolated from the final (fast-growing) culture by plating serial dilutions on PYE agar supplemented with gentamicin 5 μg/ml, which selected for cells carrying the P_*hfiA*_-*cat* plasmid. Several isolated single colonies were picked for further analysis.

Several secondary screens were performed on the isolated mutants. First, we sequenced the *hfiA* promoter from the P_*hfiA*_-*cat* plasmid in order to distinguish clones with intact selection systems from those with *cis* mutations in the *hfiA* promoter. We then confirmed faster growth rate in the presence of chloramphenicol. Then, to distinguish mutants that result in de-repression of P_*hfiA*_ from those that confer chloramphenicol resistance through other mechanisms, we evaluated bulk surface attachment of the isolated mutants by crystal violet stain or ring assay (see below) as a proxy for activity of the native *hfiA* promoter. Finally, mutants that displayed faster growth rate and decreased surface attachment compared to the *lovK*(H180A) parental strain were transformed with the P_*hfiA*_-*lacZ* transcriptional fusion plasmid. β-galactosidase activity was measured to confirm de-repression of the *hfiA* promoter in the spontaneous mutants compared to the *lovK*(H180A) strain. Based on the results obtained during the secondary screens, several isolates were selected and the mutations in these strains were mapped by whole genome sequencing.

### Whole genome sequencing

We isolated genomic DNA from the *C*. *crescentus* parent and the mutant strains arising from our chloramphenicol selection using a standard guanidinium thiocyanate extraction and isopropanol/ethanol precipitation. The DNA was randomly sheared and libraries were prepared for whole genome shotgun sequencing using an Illumina HighSeq 2500 (50-bp single end reads). Whole-genome sequence data from the parent and mutant strains were assembled to the *C*. *crescentus* NA1000 genome (genbank accession CP001340), and polymorphisms between the parental strain and suppressor strains were identified using Geneious v 11 [73], see S1 Table. The sequenced genome libraries yielded an average of 11.4 million reads, resulting in global average depth of coverage of 141x.

### Holdfast quantification and imaging

Overnight cultures grown in M2X were diluted to an approximate OD_660nm_ of 0.00002 in 2 ml of M2X. When the cultures reached 0.05–0.1 OD_660nm_, 5 μl of 1 mg/ml Wheat Germ Agglutinin, Alexa Fluor 594 Conjugate (ThermoFisher) was added to the culture. After incubation for 10 minutes, cells were collected by centrifugation for 2 minutes and resuspended in 10–25 μl of M2X. Cells were imaged with a Leica DM5000 microscope. Fluorescent WGA staining was visualized using an RFP fluorescent filter (Chroma set 41043).

### Crystal violet stain surface attachment assay

Colonies from PYE agar plates were inoculated into 2 ml of M2X broth and grown overnight at 30°C shaking at 200 rpm. Overnight liquid cultures were diluted to a final OD_660nm_ of 0.00625 into wells of 24-well polystyrene plates containing 1 ml of M2X or M2VX. Plates were grown shaking at 155rpm at 30°C for varying times periods as indicated in the results. Plates were removed from the incubator and surface attached cells were measured with crystal violet stain. Briefly, the cultures were discarded and the wells were thoroughly washed with water. Then, 1.5 ml of 0.01% crystal violet in water was added to each well and the plates were incubated with shaking at 155 rpm for 5 min. The crystal violet solution was discarded and the wells thoroughly washed with water again. To dissolve the stain, 1.5 ml of 100% EtOH was added to each well and the plates incubated again with shaking for 5 min. Crystal violet stain extracted in each well was quantified by measuring absorbance at 575nm.

### B-galactosidase assay

Strains were inoculated in M2X medium from colonies on PYE-agar plates and grown shaking overnight at 30°C. Overnight cultures were then diluted back into fresh M2X to an OD_660nm_ of 0.00025–0.00075 and grown in a shaking incubator at 30°C until they reached OD_660nm_ 0.05–0.15 (15–20 hrs). At this point, β-galactosidase activity was measured as previously described [14].

### Bacterial two-hybrid

We utilized a system previously described [42]. We co-transformed plasmids bearing fusions to either the T18c or T25 domains of adenylate cyclase into the adenylate cyclase null strain, BTH101, by electroporation. An aliquot of the outgrowth was plated on LB agar supplemented with Amp 100 μg/ml, Kan 50 μg/ml, X-gal 80 μg/ml and IPTG 0.5 mM and grown at 30°C for 24 hrs. Strains were inoculated into LB liquid medium supplemented with Amp 100 μg/ml, Kan 50 μg/ml and IPTG 0.5 mM and grown shaking overnight at 30°C. Overnight cultures were diluted to OD_600nm_ of 0.05 and 5 μl of each culture were spotted into LB agar plates supplemented with Amp 100 μg/ml, Kan 50 μg/ml, X-gal 80 μg/ml and IPTG 0.5 mM. The color of each spot was evaluated after 36 hours of growth at 30°C.

### Protein pulldown from cell lysate

*C*. *crescentus* colonies from PYE agar plates were inoculated into 2 ml of M2X and grown shaking overnight at 30°C. These cultures were diluted into 40 ml of M2X and grown until they reached OD_660nm_ of 0.4–0.6. The cultures were then induced with 0.5 mM vanillate for 3 hrs. The cells were harvested by centrifugation at 11,000 × g for 15 min at 4°C, resuspended in 6 ml of standard buffer (25 mM Tris pH 7.6, 125 mM NaCl) and frozen at -20°C. When thawed, cells were disrupted by one passage in a microfluidizer (Microfluidics LV1), PMSF was added to a final concentration of 800 uM and the lysates were cleared by centrifugation at 21,000 × g for 5 min at 4°C. The cleared lysate was loaded into a column of approximately 200 μl amylose resin (NEB) prequilibrated in buffer, and allowed to bind. The resin was washed with 30–50 ml standard buffer and eluted with 150 μl standard buffer supplemented with 40 mM maltose. All the fractions collected for analysis were mixed 1:1 with SDS loading buffer, boiled for 2 min at 95°C and saved at -20°C for further Western Blot analysis.

### Western blot of pulldown fractions

15 μl of each pulldown fraction sample was loaded onto a Mini-PROTEAN TGX Precast 4–20% Gradient Gel (Bio-Rad). Samples were resolved at 35 mA constant current in SDS running buffer (0.3% Tris, 18.8% Glycine, 0.1% SDS). Proteins in the gel were transferred to an Immobilon-P PVDF Membrane using a Mini Trans-Blot Cell after preincubation in Western transfer buffer (0.3% Tris, 18.8% Glycine, 20% methanol). Transfer was carried out at 100 volts for 1 hr at 4°C in Western transfer buffer. The membrane was then blocked in 5% powdered milk in Tris-buffered Saline Tween (TBST: 137 mM NaCl, 2.3 mM KCl, 20 mM Tris pH 7.4, 0.1% Tween 20) shaking for 1 hr at 4°C. Incubation with the primary antibody, FLAG monoclonal antibody (clone FG4R) or HA-Tag monoclonal antibody, was carried out shaking overnight in 5% powdered milk TBST at 4°C. Membrane was then washed 3 times in TBST for a total of 30 min at room temperature. Incubation with Goat anti-Mouse IgG (H+L)-HRP secondary antibody was at room temperature for 1 h in TBST. Finally, the membrane was washed 3 times in TBST for a total of 30 min at room temperature. Chemiluminescence was performed using the SuperSignal West Femto Maximum Sensitivity Substrate (Pierce) and was imaged using a ChemiDoc MP imaging system (Bio-Rad). Chemiluminescence was measured using the ChemSens program with an exposure time of 30–60 sec.

### Electrophoretic Mobility Shift Assays

Promoter regions of interest were amplified by PCR using a set of appropriate primers in which the reverse primer was fluorescently labeled with AlexaFluor 488 (Integrated DNA Technology, DTT). The *hfiA* promoter probe was 275 bp (primers F:TGGTGGTCCTGATCCTCCTG and R: CACTGACAACATCCTGTCCG) and the *cspD* promoter probe was 199 bp (primers F: CTAGGGACTGCCATCTTCGG and R: TCGTAACCAGACATCCCACC). Specific cold specific competitor probe represents the same region as the corresponding labeled probe amplified with unlabeled primers with the same sequence. The cold non-specific competitor was a 220 bp PCR product amplified from the pNPTS138 plasmid using primers F: GTAAAACGACGGCCAG and R: CAGGAAACAGCTATGAC.

For reactions in which the binding of His_6_-SpdR(D64E) was tested, DNA binding reactions were performed in 20 μl reaction volumes containing binding buffer (20mM HEPES pH 7.8, 4 mM MgCl_2_, 37 mM KCl, 1 mM CaCl_2_, 0.75 mM dithiothreitol, 8% glycerol and 75 μg/ml bovine serum albumin), 8 ng of fluorescently labeled DNA probe and increasing concentrations of His_6_-SpdR(D64E) (0, 50, 125, 250, 375 nM for incubation with the *hfiA* promoter probe and 0, 25, 50, 125, 250 nM for incubation with the *cspD* promoter probe). Reactions were incubated at room temperature for 30 min in the dark. Then, 12.5 μl of each reaction was loaded on a fresh 6% native acrylamide gel pre-run for at least 30 min in 1X Tris Acetate EDTA buffer (TAE: 40 mM Tris, 20 mM acetic acid and 1 mM EDTA) in the dark at 4˚C for 1 hr at 70 volts followed by 1.5 hr at 90 volts. The gels were imaged using the BioRad Chemidoc MP imaging system with a 60–120 sec exposure and the manufacturer’s settings for AlexaFluor 488 detection.

For reactions where the binding of RtrA was tested, DNA binding reactions were performed in 20 μl reaction volumes containing binding buffer (10 mM Tris pH7.6, 2 mM MgCl_2_, 50 mM KCl, 2 mM CaCl_2_, 0.2 mM dithiothreitol, 5% glycerol, 1 mM EDTA pH 8.0 and 1 mg/ml bovine serum albumin), 8 ng of fluorescently labeled DNA probe and increasing concentrations of RtrA (0, 100, 200, 300, 400 nM). For competition experiments, a 10-fold excess of cold competitor probe was added to the reaction. Reactions were incubated at room temperature for 30 min in the dark. 12.5 μl of each reaction was loaded on a fresh 6% native acrylamide gel pre-run for at least 30 min in 1X Tris Borate EDTA (TBE) in the dark at 4˚C for 1 hr at 100 volts. The gels were imaged using the BioRad Chemidoc MP imaging system with a 30 sec exposure and the manufacturer’s settings for AlexaFluor 488 detection.

For reactions where the binding of RtrB was tested, DNA binding reactions were performed in 20 μl reaction volumes containing binding buffer (20mM HEPES pH 7.8, 4 mM MgCl_2_, 37 mM KCl, 1 mM CaCl_2_, 0.75 mM dithiothreitol, 8% glycerol and 75 μg/ml bovine serum albumin), 7 ng of fluorescently labeled DNA probe and increasing concentrations of RtrB (0, 10, 25, 50, 75, 100, 250 nM). For competition experiments, a 10-fold excess of cold competitor probe was added to the reaction. Reactions were incubated at room temperature for 30 min in the dark. 12.5 μl of each reaction was loaded on a fresh 6% native acrylamide gel pre-run for at least 30 min in 1X TAE in the dark at 4˚C for 30 min at 80 volts, and subsequently 1 hr at 100 volts. The gels were imaged using the BioRad Chemidoc MP imaging system with a 30 sec exposure and the manufacturer’s settings for AlexaFluor 488 detection.

### RNA preparation, sequencing and analysis

Strains grown on PYE agar plates were inoculated into 5 ml of M2X medium in 3 biological replicates for each strain, and grown overnight on a rolling incubator at 30°C. Cultures were diluted to OD_660nm_ of 0.008 in 8 ml of fresh M2X and grown in the same manner until they reached OD_660nm_ of 0.30–0.35. At this point, 6 ml of each replicate were collected by centrifugation at 15,000 × g for 1 min. This cell pellet was immediately resuspended in 1 ml of TRIzol and stored at -80˚ C. The samples were heated for 10 min at 65°C. Then, after addition of 200 μl of chloroform samples were vortexed and incubated at room temperature for 5 min. Phases were separated by centrifugation at 15,000 × g for 15 min at 4°C. The upper aqueous phase was transferred to a new tube and 0.7 volume of cold 100% isopropanol was added. Samples were then stored at -80°C overnight. The overnight precipitation was centrifuged at 15,000 × for 30 min at 4°C and the resulting nucleic acid pellet was washed twice with cold 70% ethanol. The pellet was centrifuged again at 15,000 × for 5 min at 4°C, ethanol was removed and the pellet was allowed to dry. The nucleic acid pellet was resuspended with nuclease-free water. The samples were treated with Turbo DNase (Ambion, Life Technologies) and clean-up was performed with RNeasy Mini Kit (Qiagen).

Stranded cDNA libraries were prepared and sequenced by the Functional Genomics Core at the University of Chicago. Briefly, RNA samples were treated with the Ribo-zero Kit (Illumina) for rRNA removal and library preparation proceeded with Illumina ScriptSeq RNA-Seq Library Preparation Kit. All the libraries were sequenced with an Illumina HiSeq4000 instrument. Analysis of RNA-seq data was performed with CLC Genomics Workbench (Qiagen). Reads were mapped to the *C*. *crescentus* NA1000 genome (Genome accession number CP001340). We used the RNA-seq Analysis Tool to analyze the differential expression between the different strains.

### RNA-seq data availability

The raw RNA-seq data for each *spdR*(D64E) and Δ*spdR* sample are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE125783.

### SpdR binding motif discovery

We used the MEME Suite [49] to identify potential SpdR binding motifs in promoter regions of genes with more than 2-fold differences in expression between the *spdR*(D64E) and Δ*spdR* strains. The promoter sequences (-150 to +50, based on translation start site annotations in GenBank accession CP001340) of genes with > +2-fold change (up-regulated in *spdR*(D64E) relative to Δ*spdR*) were submitted to MEME to identify motifs. A motif with high similarity to that previously reported for *C*. *crescentus* SpdR [39, 40] and for SpdR homologs [46–48] was found in 65 of 119 promoter sequences, each with a p-value < e^-4^ (listed in S2 Table; see Fig 5). Using the FIMO Motif Scanning algorithm, we applied the SpdR motif matrix from MEME to scan the promoter sequences (-150 to +50) of genes with < -2-fold change (down-regulated by *spdR*(D64E) strain relative to Δ*spdR*) for potential SpdR motif sequences. Predicted SpdR binding motifs with a p-value cutoff < e^-4^ were present in the promoter sequence of 17 out of 48 of the down-regulated genes, and are listed in S2 Table.

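Of the 45 genes lower over 2-fold in the strain expressing *spdR*(D64E), 34 encode proteins and 11 are non-coding RNAs. The flagellin gene *fljO* fell from 69.9 ± 11.3 RPKM (SD, n = 3) in Δ*spdR* to 12.6 ± 1.30 RPKM, a log2 fold change of -2.44 (standard error 0.19, adjusted p = 2.80e-06 from edgeR), and it has a predicted site. *CCNA_03970* fell from 62.2 ± 5.56 to 12.2 ± 4.46 RPKM and *CCNA_02342*, a pentapeptide repeat protein, from 120 ± 6.72 to 31.7 ± 4.03 RPKM, and both have a site. *osrP* (-1.99, standard error 0.27, adjusted p = 3.49e-04 from edgeR) and *CCNA_01247*, a predicted glycosyltransferase (-1.60, standard error 0.10, adjusted p = 7.29e-07), also fell.

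Sites were present in 15 of the 45 genes (33.3%), compared with 65 of 119 genes that rose (Fisher's exact test, two-sided, odds ratio 2.39, p = 0.0223). Counted over the genes of S2 Table, the share was 35.4% of 48 (odds ratio 2.18, p = 0.0273 from the same exact test). The median log2 fold change was -1.35 for the fallen genes with a site and -1.16 for the 30 without one. The comparison of shares sets sites that the motif was built from beside sites found by a scan with that motif, on genes chosen by the study on these samples.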

## Supporting information

S1 Fig Genetic analysis of *lovK* mediated regulation of surface adhesion. **A)** Strains bearing a deletion of the *lovK-lovR* locus were complemented with a wild-type *lovK* or *lovK*(H180A) allele. Surface attachment to polystyrene plates was measured by crystal violet stain. Cultures were grown in M2X medium. Data are representative of at least three independent experiments. Bars represent mean ± s.d.; n = 7. **B)** Surface adhesion (crystal violet stain) measured in different genetic backgrounds. Cultures were grown in M2X medium. Data are representative of at least three independent experiments. Bars represent mean ± s.d.; n = 8.
(TIF)

S2 Fig Diagram of the *hfiA* promoter region. Predicted DNA-binding regions of several developmental regulators in orange [14]. Predicted start codon corresponding to original *hfiA* annotation in green; the revised *hfiA* reading frame is in yellow [14]. Experimentally identified *hfiA* transcriptional start sites in light blue [14] [74]. The central portion of the P*hfiA-cat* fusion is shown with P_*hfiA*_ in gray while and *cat* in pink. Sites of spontaneous mutations identified in the genetic selections with the respective nucleotide change in light purple. Genome coordinates are based on the NA1000 genome sequence (CP001340; NC_011916).
(TIF)

S3 Fig Strains carrying a *tipR* in-frame deletion are resistant to chloramphenicol. Growth rate per hour at different chloramphenicol concentrations for wild-type (WT), *lovK*(H180A), Δ*tipR*, and *lovK*(H180A) Δ*tipR* strains. Cultures were grown in M2X medium supplemented to the final chloramphenicol concentrations indicated on the x-axis. One biological replicate per condition per strain.
(TIF)

S4 Fig Complementation of in-frame deletions in strains bearing the *lovK*(H180A) allele. Strains bearing in-frame deletions of *skaH*, *spdS* or *spdR* in a *lovK*(H180A) background were transformed with either pMT680 plasmids that express the corresponding disrupted gene from a xylose inducible promoter or pMT680 as an empty vector (EV) control. **A)** β-galactosidase activity from the P_*hfiA*_-*lacZ* transcriptional fusion was measured in each strain. Cultures were grown in M2X medium to OD_660nm_ of 0.05–0.15. Presented data are representative of at least three independent experiments. Bars represent mean ± s.d.; n = 6. **B)** Surface attachment of cells grown in polystyrene plates was measured by crystal violet stain. Cultures were grown in M2X medium for 16 hrs post-inoculation. Data are representative of three independent experiments. Bars represent mean ± s.d.; n = 9.
(TIF)

S5 Fig Deletion of *skaH* or *spdR* decreases surface attachment. Crystal violet stain from cells growing in polystyrene plates from seven different experiments was collected. The mean Δ*skaH* and Δ*spdR* crystal violet stain for each experiment was normalized to the mean wild-type stain of the respective day. One-way ANOVA followed by Dunnett’s multiple comparisons test was performed using GraphPad Prism version 8.0.0. to compare wild-type to the mutant strains. ** P<0.005, *** *P*<0.0005.
(TIF)

S6 Fig Holdfast synthesis and *spdR* are required for the Δ*spdS* stationary phase hyper-attachment phenotype. **A)** Surface attachment to polystyrene plates was measured by crystal violet stain in wild-type (WT), Δ*spdS*, Δ*hfsJ* and Δ*spdS*Δ*hfsJ* strains. Cultures were grown in M2X medium until stationary phase (24 hrs post-inoculation). Data are representative of at least three independent experiments. Bars represent mean ± s.d.; n = 12. **B)** Surface attachment to polystyrene plates was measured by crystal violet stain in wild-type (WT), Δ*spdS*, and Δ*spdS*Δ*spdR* strains. Cultures were grown in M2X medium until stationary phase (24 hrs post-inoculation). Data are representative of at least three independent experiments. Bars represent mean ± s.d.; n = 12. **C)** Holdfast was stained with fluorescent Wheat Germ Agglutinin in wild-type (WT), Δ*spdS*, and Δ*spdS*Δ*spdR* strains. Percentage of cells bearing a holdfast was quantified by microscopy. Cultures were grown in polystyrene plates with M2X medium until stationary phase (24 hrs post-inoculation). Bars represent mean ± s.d.; n = 4.
(TIF)

S7 Fig Surface attachment of strains bearing mutations in the TCS protein phosphorylation sites. Strains bearing point mutations in the conserved phosphorylation sites of *skaH*, *spdS* or *spdR* in either a wild-type (WT) or *lovK*(H180A) background were grown in M2X medium in polystyrene plates for 16 hrs post inoculation. Surface attachment was measured by crystal violet stain. Data presented are representative of three independent experiments. Bars represent mean ± s.d.; n = 8.
(TIF)

S8 Fig SkaH heteromeric interactions with LovK and SpdS do not require the conserved sites of phosphorylation. **A-D)** Bacterial two-hybrid (BTH) experiments to assess interactions between mutated histidine kinase fusions to a split adenylate cyclase. *lovK*(HA) = *lovK*(H180A), *skaH*(HA) = *skaH*(H285A), *skaH*(DA) = *skaH*(D550A), *spdS*(HA)* = *spdS*(H248A)*. Fusions with *spdS* lack the transmembrane domain, notated spdS* or *spdS*(HA)*. Zip = positive control. Two biological replicates are shown for each co-expression combination. Protein-protein interaction of fusions reconstitutes the split adenylate cyclase encoded on pKT25 and pUT18c, and results in a blue color on agar plates containing x-gal. Strains expressing fusions that do not interact appear white.
(TIF)

S9 Fig The transcription factors *rtrA* and *rtrB* are positive regulators of surface adhesion. **A)** Surface attachment of cells grown in polystyrene plates was measured by crystal violet stain. Wild-type (WT) and *lovK*(H180A) carry empty vectors of pMT680 and pMT585. *rtrA*^*++*^ carries pMT680-*rtrA* and pMT585 empty vector. *rtrB*^*++*^ carries pMT585-*rtrB* and pMT680 empty vector. *rtrA*^*++*^*rtrB*^*++*^ carries pMT680-*rtrA* and pMT585-*rtrB*. Cultures were grown for 16 hrs post-inoculation in M2X medium. Data presented are representative of at least three independent experiments. Data represent mean ± s.d.; n = 6–8. **B)** Surface attachment of cells grown in polystyrene plates was measured by crystal violet stain in Δ*rtrA*, Δ*rtrB*, and Δ*rtrA*Δ*rtrB* in a wild-type (WT) and *spdR*(D64E) backgrounds. Cultures were grown for 16 hrs post-inoculation in M2X medium. Data presented are representative of at least three independent experiments. Data represent mean ± s.d.; n = 9.
(TIF)

S10 Fig Global Tn-seq approach provides an additional line of evidence that genes identified in this study play a role in regulating adhesion in wild-type cells. Extracted fitness profiles of mutants characterized in a genome-wide attachment screen [58]. Briefly, a *C*. *crescentus* transposon mutant library was grown and passaged in complex PYE medium in the presence of cheesecloth to provide surface area for cell attachment. Cells were periodically sampled from the broth over several days. Hyper-adhesive mutants are titrated out of the broth by the cheesecloth and, consequently, have negative fitness scores (in which the fitness score is a log_2_ ratio of mutant strain abundance relative to the average strain). Conversely, hypo-adhesive mutants are enriched in the broth resulting in positive fitness scores. Strains bearing transposon insertions in TCS genes identified in our study have positive fitness scores. *hfsJ* mutants, which do not produce holdfast and are non-adhesive, are presented as a reference. *rtrA* was not captured in this analysis; the library contained insufficient Tn-insertions in this gene.
(TIF)

S1 Table Genetic lesions in mutants identified in the chloramphenicol growth selections.

S2 Table Transcripts with more than 2-fold difference between *spdR*(D64E) and Δ*spdR*.

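Grouped by their descriptions in S2 Table, all 10 chemoreceptor genes rose over 2-fold in the strain expressing *spdR*(D64E) relative to Δ*spdR* (median log2 fold change 1.99, range 1.12 to 5.49), as did 11 sensor histidine kinase genes (median 2.79, range 1.86 to 4.16). The 11 genes of Che proteins had a median of 2.57, and 5 genes of enzymes that make or degrade cyclic di-GMP one of 1.66. Of 7 TonB-dependent receptor genes, 6 rose and 1 fell, and of 8 genes of flagellar proteins, 6 rose and 2 fell. S2 Table holds only genes that the study chose on these samples, so these counts are not independent evidence of a direction.

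Among single genes, *CCNA_02238* had a log2 fold change of 6.18 (standard error 0.21, adjusted p = 2.67e-09 from edgeR). The log2 fold change of *CCNA_03096*, a TonB-dependent receptor, was 4.85 (standard error 0.11, adjusted p = 7.07e-11 from edgeR). *CCNA_00627* rose by 4.83 and *CCNA_03447* by 4.66 on the log2 scale, and the only receptor listed by symbol under TonB, *malA*, by 1.59 (standard error 0.07, adjusted p = 4.63e-08 from edgeR; 1 when adjusted over the list alone). The small RNA *CCNA_R0130* had 1 read in the Δ*spdR* libraries together and 248 in those of *spdR*(D64E), a ratio of 186 with a counting interval from 33.1 to 7373.

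All 119 genes listed as higher in S2 Table were higher over 2-fold at an adjusted p under 0.05 from edgeR, and of the 48 listed as lower, 45 were. *spdR* left out, 118 of 118 genes listed as higher passed the test, and 118 when adjusted over the list alone, with a median log2 fold change of 1.71. For the 48 listed as lower the list alone gave 48, with a median of -1.20. All 65 higher genes with a site passed the test, also over the list alone, and of the 17 lower genes with a site 15 did, with 17 over the list alone. The genes of S2 Table were chosen on these libraries for their change in this comparison, which fixes the outcome of set tests on them, so none is given. The log2 fold changes differed from those of S2 Table by at most 0.0427, *spdR* left out.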

S3 Table Plasmids, primers and strains used.

S4 Table *spdR*(D64E) and Δ*spdR* RNA-seq analysis for all genes.

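Most genes that rose in the strain expressing *spdR*(D64E) relative to wild type also rose relative to Δ*spdR*. Over 2-fold, 107 genes were higher and 32 lower, and 102 of the higher and 24 of the lower ones were also past 2-fold against Δ*spdR*. *CCNA_03249* had a log2 fold change of 5.48 against wild type (standard error 0.11, adjusted p = 7.80e-11 from edgeR), *mcpK* one of 3.76 (standard error 0.11, adjusted p = 6.99e-10) and *rtrA* one of 3.43 (standard error 0.16, adjusted p = 5.92e-08). *fljO* fell (-2.60, standard error 0.19, adjusted p = 1.58e-06 from edgeR). *spdR* itself did not pass the test (0.20, adjusted p = 0.141 from edgeR).

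All 15 Che genes were again higher, with a median of 0.81 (15 when adjusted over the list alone; camera, adjusted p = 4.35e-29, and adjusted p = 3.07e-04 with an estimated correlation). Of 47 flagellar genes, 16 rose and 1 fell (21 and 3 when adjusted over the list alone), with a camera adjusted p of 0.0173 but adjusted p = 0.357 with an estimated correlation. Of 17 holdfast genes, 8 rose and 1 fell (12 and 1 when adjusted over the list alone), and 4 of 7 pilus genes rose (6 when adjusted over the list alone), with camera adjusted p-values of 0.0789 and 0.190 for these lists (0.660 for both with an estimated correlation). Of 9 transcription factor genes, 5 rose (7 when adjusted over the list alone), with a camera adjusted p of 0.0121 but adjusted p = 0.273 with an estimated correlation. The Che, flagellar and transcription factor lists were written after S2 Table had been read, so their set tests are not independent evidence of a rise. Its values had also been seen when the holdfast and pilus lists were written. Of the 118 genes that S2 Table lists as higher, 116 rose (118 when adjusted over the list alone), and of the 48 listed as lower, 30 fell (35 when adjusted over the list alone). All 65 higher genes with a site rose, also over the list alone, and 11 of the 17 lower ones fell (15 when adjusted over the list alone).

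In all, 509 genes were higher and 386 lower at an adjusted p under 0.05 from edgeR, so that 56.9% were higher. With limma on log2(RPKM + 1) the counts were 311 and 361, with 10 flagellar genes higher and 1 lower, 2 holdfast genes higher and 1 lower, and 0 pilus genes. The comparisons share the *spdR*(D64E) libraries, which alone gives their log2 fold changes a correlation of 0.487 in 20 simulations without any change, against the measured 0.915. With edgeR 431 genes were higher in both, 280 lower in both, and 0 went opposite ways. Without wild-type replicate 2, 566 genes passed the test, 5 holdfast genes and 1 pilus gene among them, and without *spdR*(D64E) replicate 1, 587, with the same counts of these genes. The counts for the holdfast and pilus genes were 5 and 1 without wild-type replicate 3, and 5 and 0 without *spdR*(D64E) replicate 2.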

How the deposited data were processed for this re-analysis (not part of the article)

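RNA-seq libraries of *C. crescentus* wild type, Δ*spdR* and the strain expressing *spdR*(D64E), 3 biological replicates each, were analysed (9 libraries). The sample labels gave the strain and the replicate number of each library, and the reads on *spdR* were checked against the deletion, which they show; they do not tell wild type from *spdR*(D64E). The authors mapped the reads to the NA1000 genome with the RNA-seq Analysis tool of CLC Genomics Workbench, whose version the text of the methods does not name, and the deposited count values are total and unique reads per gene for each library without normalization. The deposited RPKM values were made by the authors from the total reads, the listed gene length and the mapped reads of the library, of which the gene reads are between 80.1% and 83.3%. The deposited TPM values were made by the authors from the same reads and were not used further. All 4085 genes of the files were matched by coordinates to the NA1000 annotation, 3886 of them protein-coding, and 672 carry a symbol.

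Total reads over genes ranged from 13641350 to 19569469 per library. Differential expression was computed with edgeR 4.0.16 in R 4.3.3: TMM normalization, edgeR's filterByExpr filter (3936 genes kept), and the quasi-likelihood test in a single fit with the strain as the only factor, which leaves 6 residual degrees of freedom. The p-values of each comparison were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. Counts over 2-fold took genes with such an adjusted p, a fold over 2 and a mean of at least 10 RPKM in one of the strains, which are the fold and the RPKM limit of S2 Table with the adjusted p added. Transcription factors were counted at a fold over 2 and an unadjusted p under 0.01, as the paper states, with the same RPKM limit. They were taken by symbol or by their description in S2 Table, and no DNA-binding domain was predicted. The comparisons were *spdR*(D64E) with Δ*spdR*, *spdR*(D64E) with wild type, and Δ*spdR* with wild type, and the last is not reported in the paper. Standard errors of log2 fold changes come from the fitted model. For *hfiA* the libraries were also compared by a two-sided exact permutation test.

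The test was tried on data simulated with the depths of these libraries and 1 spread per gene shared by all strains. Pairs of wild-type libraries correlated with r down to 0.989 and those of *spdR*(D64E) down to 0.995. A difference in spread between strains was not simulated, so the counts may not hold for a strain with a larger spread. For *spdR*(D64E) against Δ*spdR* it called 50 of 67 genes changed 1.5-fold, 60 of 66 genes changed 2-fold and 65 of 66 genes changed 4-fold, and 14 of 3734 unchanged genes. For Δ*spdR* against wild type it called 43 of 67, 62 of 67 and 65 of 66 genes, and 16 of 3736 unchanged genes. With no change simulated it called 1 gene in that comparison. Intervals of ratios for genes with few reads are 95% intervals that cover counting error only.

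The comparisons, tests, thresholds, alternatives, 23 gene lists and the rule for named genes were set before the data were examined, except where the text says otherwise, but after the values of S2 Table and of part of S4 Table had been read. The rule took 95 genes: every gene the paper names that the files list, the 10 largest rises and the 10 largest falls past the 2-fold limits in each comparison with every library of one strain above every library of the other, up to 4 called members of each list with the largest change (or the 2 most abundant where none was called), and every candidate transcription factor. The lists were methyl-accepting chemotaxis proteins, chemotaxis signalling (Che) proteins, flagellum, cyclic di-GMP enzymes, TonB-dependent receptors, histidine kinases, holdfast synthesis and anchoring, pilus, the microoxic FixLJ-FixK system, the aerobic respiratory chain, ribosomal proteins, chaperones and heat shock, general stress response regulators, the S-layer, cell cycle regulators, swarmer cell markers, stalked cell markers, xylose catabolism, polyhydroxybutyrate storage, nitrogen assimilation, ribosomal RNA, transfer RNA and transcription factors. The lists of chemoreceptors, Che proteins, flagellum, cyclic di-GMP enzymes, TonB-dependent receptors, histidine kinases and transcription factors were written after S2 Table had been read. Its values had also been seen when the other lists were written. Members were taken by gene symbol, since product names were not used here, so the lists miss genes without a symbol. The polyhydroxybutyrate list had 0 members, and the chemoreceptor and TonB lists had 1 each and were not tested as sets. The other lists, with the genes that S2 Table gives as higher, lower, and with a predicted site in each direction, made 24 sets for limma 3.58.1's camera with a preset correlation of 0.01. The sets from S2 Table were chosen by the study on these libraries, so their camera p-values are not reported. Camera with an estimated correlation and fry were the alternatives, and p-values were adjusted over the sets of a comparison by the Benjamini-Hochberg method. The sets from S2 Table were part of this adjustment and can lower the adjusted p of the other sets.

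Predicted SpdR sites were taken from S2 Table. Shares of genes with a site were compared with Fisher's exact test. Sites of 21 bases (81 of 82) were scored with a position weight matrix made from the sites of risen genes with a pseudocount of 0.5, leaving out the site being scored, and scores were compared by permutation tests with 100000 permutations. Genes on one strand with gaps of at most 100 bp were taken as a run.

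The alternatives were DESeq2 size factors, DESeq2 1.42.0's Wald test, limma-voom, limma on log2(RPKM + 1), no filter on low counts, unique reads, rRNA and tRNA left out, only the 6 libraries of the strains compared, the replicate number as a block, each library left out in turn, other thresholds (unadjusted p under 0.01, adjusted p under 0.01, a test against a fold of 1.5 and no RPKM limit), and, chosen after seeing the data, all non-coding RNAs left out and an adjusted p under 0.05 for the transcription factors. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The promoter scan around *hfiA* and the search for the motif in all genes need the genome sequence and were not run, and S4 Table, read in part, was not used for any value.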

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

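The tests of explanations below and of other splits of the libraries were chosen only after the results were seen.

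Δ*spdR* and wild type, a comparison the paper does not report, differed by 1 gene, the deleted *spdR* itself, at an adjusted p under 0.05 from edgeR, with 194 of 3936 genes (4.93%) at an unadjusted p under 0.05; limma-voom and limma on log2(RPKM + 1) called 1 gene each and DESeq2 7, and 19 genes passed without wild-type replicate 3. One candidate explanation is that 3 libraries per strain are too few to show a 2-fold change, but for 107 of the 118 genes that rose over 2-fold in *spdR*(D64E) relative to Δ*spdR* the 95% interval of the fold between Δ*spdR* and wild type excludes 2-fold, so this stays open for the others and for smaller changes. Another is that SpdR has a low activity in wild type. The 107 genes that rose over 2-fold relative to wild type had a median log2 fold change of -0.0596 in Δ*spdR* relative to wild type. In all, 71 of the 107 were lower (set test, p = 0.289 with an estimated correlation and 0.0451 with the preset one from camera). From these values a low activity cannot be told apart from none, since choosing the genes against the same wild-type libraries pushes the median up. The paper, however, reports less holdfast development and less adhesion after deletion of *spdR* in wild type. It saw no change in *hfiA* promoter activity there and describes the role of SpdR in adhesion as subtle. The 10 splits of these 6 libraries are too few for a share under 0.05: the real split gave 1 gene and the highest other 3 (2 splits gave as many, the real one included), and over 2-fold the real split gave 1 gene and the highest other 0 (1 split).

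Non-coding RNAs made up 11 of the 45 genes lower over 2-fold in *spdR*(D64E) than in Δ*spdR* (6 small RNAs, 3 tRNAs and 2 5S rRNAs), whereas none was lower over 2-fold than in wild type with edgeR, and of the 11 only *CCNA_R0040* (-0.83, adjusted p = 0.00401 from edgeR) passed that test at all. A lowering by *spdR*(D64E) stays open: their median log2 fold change was -1.19 relative to Δ*spdR* and -0.32 relative to wild type (SD 0.437 over the genes), but the RNAs were chosen on the Δ*spdR* libraries, which by itself makes the fall from Δ*spdR* the larger. Reads shared between gene copies cannot enter for the 7 RNAs with 100% unique reads, but for the other 4 (both 5S rRNAs and the Met tRNAs), which have no unique reads, shared reads cannot be told apart from a change. A higher recovery of short RNA from the Δ*spdR* cultures may account for part of the pattern, as their median in Δ*spdR* relative to wild type was 1.00, a value the same choice pushes up, but the 43 tRNAs had a median of 0.20 only, and rRNA took 0.134% of the reads in Δ*spdR* replicate 2 against 0.0593% and 0.0701% in replicates 1 and 3. *CCNA_R0088*, the largest of these falls (-1.95, adjusted p = 0.0132 from edgeR), lost the call without Δ*spdR* replicate 3 (adjusted p = 0.0547) and without *spdR*(D64E) replicate 3 (adjusted p = 0.0557), and the tRNAs *CCNA_R0052* and *CCNA_R0064* and the small RNA *CCNA_R0092* each lost it without any one of 3 or 4 libraries of these strains (adjusted p up to 0.0803).

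Falls of genes with near-identical copies could come from reads shared with those copies. For *fljO* (-2.44, adjusted p = 2.80e-06 from edgeR) 96.1% of the reads were unique, which leaves too few shared reads for such a fall, while the other flagellin genes were at 0.55 (*fljK*, adjusted p = 0.0242, not called without Δ*spdR* replicate 1, with an adjusted p of 0.102, replicate 2, with 0.0753, or *spdR*(D64E) replicate 1, with 0.0547, or replicate 3, with 0.0944), 0.04 (*fljJ*), -0.10 (*fljL*), 0.09 (*fljM*) and -0.29 (*fljN*), the last 4 not past the test. For *CCNA_03941*, a fall that S2 Table lists and edgeR did not call (-3.41, standard error 1.41, adjusted p = 0.105), 0% of the reads were unique and the libraries of one strain differed widely, with 1, 1061 and 1176 reads in wild type, 315, 351 and 555 in Δ*spdR* and 0, 0 and 152 in *spdR*(D64E). Of the genes of similar length without unique reads, 0 gained as much as 50% of the reads, scaled to library size, that this gene lost, but a locus of another length or outside the listed genes stays open. No biological explanation was tested for this gene.

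The paper does not discuss the Che genes among its RNA-seq results, of which 15 of 15 listed were higher in *spdR*(D64E) than in Δ*spdR*. Nor does it discuss the flagellar genes, of which 27 of 47 were higher (16 without *spdR*(D64E) replicate 1). Of the genes for synthesis and anchoring of the holdfast, which the text discusses only through *hfiA* and *hfsJ*, 11 of 17 were higher.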

How the results depend on the processing

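The alternatives of leaving out all non-coding RNAs and of an adjusted p under 0.05 for the transcription factors were chosen only after the results were seen.

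The counts over 2-fold stayed within 1.5 times of those reported for *spdR*(D64E) against Δ*spdR* (142 to 171, reported 164) and against wild type (130 to 152, reported 139) in all 23 alternatives. The transcription factors numbered 8 or 9, and *hfiA* stayed between -2.47 and -2.28 (highest adjusted p 3.13e-06). The genes changed numbered between 673 and 1089 for *spdR*(D64E) against Δ*spdR* (reported 945) and between 641 and 1050 against wild type (reported 895), except as follows. At an adjusted p under 0.01 they were 526 and 463, and leaving out one library gave 566 (without wild-type replicate 2) to 971 against wild type, with 587 without *spdR*(D64E) replicate 1. Between Δ*spdR* and wild type (reported 1) DESeq2 called 7 genes, 6 over 2-fold, and an unadjusted p under 0.01 gave 40, 8 over 2-fold. Leaving out one library gave 1 to 19 there, and 1 to 6 over 2-fold, with 19 and 6 without wild-type replicate 3. The cause was not tested, except that a stricter threshold calls fewer genes.

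Of 24 sets, camera called 8 in each comparison, among them all 4 that S2 Table gave and the study chose on these libraries. With an estimated correlation it called 5, 5 and 0, and fry 17, 18 and 0 (*spdR*(D64E) against Δ*spdR*, against wild type, and Δ*spdR* against wild type), where fry does not compare a set with other genes. Leaving out one library gave 5 (without Δ*spdR* replicate 3) to 13 (without wild-type replicate 3) sets in the last comparison.

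Replicates of one number showed no clear pairing across strains, since 4 of 9 such pairs of libraries correlated above 0.1 and 2 of 9 libraries correlated best with their own number. So few pairs cannot exclude a pairing. With the replicate block 1064, 1007 and 1 genes changed, 167, 142 and 1 over 2-fold. The 10 splits of 6 libraries are too few for a share under 0.05. Against Δ*spdR* the real split gave 945 genes, 164 over 2-fold and 9 transcription factors, against wild type 895 and 139, and the highest other split 0 in each case (1 split as large, the real one).

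Of the named genes, 22 of 94 lost the call in at least 1 alternative for *spdR*(D64E) against Δ*spdR* and 13 of 95 against wild type, 4, 8 and 2 gained one (the last between Δ*spdR* and wild type), and 0 turned. Scanning promoters with another threshold of the motif was not run. Genes with few reads limit the folds, such as *CCNA_R0130* with 1 read in Δ*spdR*.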

Differences from the paper's values

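No test was chosen only after the result was seen, apart from the threshold of an adjusted p under 0.05 for the transcription factors.

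Of the paper's values, counts and fold changes were compared, and the p-value it gives for *hfiA* was not. None of those compared differed from the one computed here by more than its error and over 1.5 times. The count of transcription factors lies at that limit of 1.5 times, not over it. The fold decrease of *hfiA* was 5.15 against the paper's 5.1. The genes higher over 2-fold numbered 119, as in the paper, and 65 of these have a predicted site, as in the paper. The log2 fold changes of the 48 named genes that S2 Table holds differed from its values by at most 0.0129.

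The paper counts predicted transcription factors among the genes over 2-fold at P < 0.01 and reports fewer than were found here. With those limits and the RPKM limit of S2 Table, 9 were counted against the paper's 6. The paper took genes with a predicted DNA-binding domain, whereas here they were taken by symbol or by description in S2 Table. S2 Table describes 6 of the 9 as transcriptional regulators, and the others as a GcrA superfamily protein (*CCNA_01269*), a leucine-responsive regulatory protein (*CCNA_00848*) and a cold shock protein (*cspD*). All 9 were higher in *spdR*(D64E), as the paper states of its own. The count was 8 with limma on log2(RPKM + 1), without Δ*spdR* replicate 2 and without *spdR*(D64E) replicate 2, and 9 under every other alternative set before the data were examined, so no alternative gave the paper's count.

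Of the 48 genes that the paper gives as lower, 45 were lower here, and of its 17 with a site, 15. By fold and RPKM alone, without a test, the count was 48, which is the rule that S2 Table states. *CCNA_03918* (log2 fold change -1.07, standard error 0.43, adjusted p = 0.0950 from edgeR) was called with only the 6 libraries of the strains compared and without wild-type replicate 2. *CCNA_R0089*, an alanine tRNA (-1.57, standard error 0.60, adjusted p = 0.0810), was called with DESeq2's Wald test, with the replicate number as a block and without Δ*spdR* replicate 2. *CCNA_03941* (-3.41, standard error 1.41, adjusted p = 0.105) was called with only the 6 libraries, with the replicate number as a block, without wild-type replicate 1 and without *spdR*(D64E) replicate 3.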

Other observations

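The count by gene order was chosen only after the result was seen.

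Of 27 cell cycle regulators, 9 rose and 1 fell in the strain expressing *spdR*(D64E) relative to Δ*spdR*, and 17 did not pass the test (10 and 1 when adjusted over the list alone). *mipZ*, which positions division (log2 fold change 0.93, standard error 0.09, adjusted p = 1.87e-05 from edgeR), *staR* (0.84, standard error 0.13, adjusted p = 9.87e-04) and the histidine kinase gene *pleC* (0.75, standard error 0.08, adjusted p = 6.79e-05) rose, and *dnaA*, the initiator of replication, fell (-0.75, standard error 0.14, adjusted p = 0.00314). Of 9 stalked cell markers, 5 rose (5 over the list alone), among them *stpX* (0.71) and *stpA* (0.56), and of 6 swarmer cell markers, 3 (3 over the list alone; 1 without *spdR*(D64E) replicate 1). None of these lists passed camera (adjusted p = 0.0514, 0.0514 and 0.371), and relative to wild type the counts were 9 and 1 of 27, 7 of 9 and 2 of 6 (0 without wild-type replicate 2 or 3 or *spdR*(D64E) replicate 1 or 2, 1 lower without wild-type replicate 1, and 1 higher without *spdR*(D64E) replicate 3), with 10 and 1, 7, and 3 over the lists alone. The stalked cell markers passed camera relative to wild type (adjusted p = 0.03, but adjusted p = 0.273 with an estimated correlation). Values of S2 Table had been seen when this list was written, and the adjustment includes the sets from S2 Table.

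Among other lists, 3 of 5 cyclic di-GMP enzyme genes rose relative to Δ*spdR* (3 over the list alone), led by *dgcA* (1.66, standard error 0.19, adjusted p = 8.88e-05 from edgeR), and 5 of 15 histidine kinase genes (5 over the list alone), though 2 without Δ*spdR* replicate 2 or 3 or *spdR*(D64E) replicate 1 or 2, and 3 without *spdR*(D64E) replicate 3. Of 12 genes of the FixLJ-FixK system, 3 rose (3 over the list alone), *fixK* among them, and 1 did without Δ*spdR* replicate 1 or 2 or *spdR*(D64E) replicate 2 or 3. Of 6 S-layer genes, 2 rose (2 over the list alone), of which *sapA*, an S-layer protease gene (1.17, standard error 0.12, adjusted p = 4.37e-05 from edgeR), also did without any one library, while the other did not without wild-type replicate 2, Δ*spdR* replicate 1 or 3, or any *spdR*(D64E) replicate. Of 16 genes of nitrogen assimilation, 3 rose and 1 fell (3 and 1 over the list alone), with 0 changed without *spdR*(D64E) replicate 3, 1 without Δ*spdR* replicate 1 or 3 or *spdR*(D64E) replicate 1 or 2, and 2 without Δ*spdR* replicate 2 or wild-type replicate 2. Of 26 ribosomal protein genes 1 fell (0 over the list alone; 0 without *spdR*(D64E) replicate 1, 2 without wild-type replicate 3), of 9 chaperone genes 1 fell (1 over the list alone; 0 without Δ*spdR* replicate 3 or *spdR*(D64E) replicate 1 or 3), and of 8 regulators of the general stress response 1 rose (0 over the list alone; 0 without any one Δ*spdR* replicate or *spdR*(D64E) replicate 1, 1 higher and 1 lower without wild-type replicate 3). None of 16 genes of the respiratory chain and 6 of xylose catabolism changed (edgeR; 0 at an unadjusted p under 0.05 and 0 with DESeq2, limma-voom or limma on RPKM). Of 6 rRNA genes, 2 fell (2 over the list alone), and of 43 tRNA genes, 8 (8 over the list alone), where DESeq2 called 12 lower and 1 higher. With limma on log2(RPKM + 1) 1 cyclic di-GMP enzyme gene, 2 histidine kinase genes, 1 FixLJ-FixK gene and 1 S-layer gene rose, 1 gene of nitrogen assimilation rose and 1 fell, and 0 stress regulators changed, and DESeq2 called 2 ribosomal protein genes lower. None of the lists in this paragraph passed camera, the smallest adjusted p being that of the tRNA genes (0.0543).

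Relative to wild type, *spdR*(D64E) had 2 of 5 cyclic di-GMP enzyme genes higher (1 without wild-type replicate 2 or 3 or any one *spdR*(D64E) replicate), 5 of 15 histidine kinase genes higher and 1 lower, 3 of 12 FixLJ-FixK genes (1 without wild-type replicate 2 or *spdR*(D64E) replicate 2), 1 of 6 S-layer genes, 3 of 16 genes of nitrogen assimilation and 1 of 8 stress regulators higher, and these counts were the same over the lists alone. Of 9 chaperone genes 1 fell (1 over the list alone; 2 without wild-type replicate 1, 0 without wild-type replicate 2 or *spdR*(D64E) replicate 1 or 3), and of 43 tRNA genes 1 rose and 1 fell (0 over the list alone; 0 without wild-type replicate 2, 1 without any one *spdR*(D64E) replicate). With limma on log2(RPKM + 1) 1 cyclic di-GMP enzyme gene, 2 histidine kinase genes and 1 gene of nitrogen assimilation were higher, 2 chaperone genes were lower, and 0 stress regulators, tRNA genes and swarmer cell markers changed, while DESeq2 called 2 S-layer genes higher and 2 chaperone genes lower. No gene of the respiratory chain, ribosomal proteins, xylose catabolism or rRNA was called by edgeR. At an unadjusted p under 0.05, 2 respiratory genes were lower and 0 genes of the other lists changed. DESeq2 called these 2, limma on RPKM called 1, limma-voom 0, and leaving out wild-type replicate 1 or Δ*spdR* replicate 2 gave 1. For the rRNA genes the median log2 fold change (0.32) and camera's direction (lower, adjusted p = 0.798) differ in sign.

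Between Δ*spdR* and wild type no member of any list was called by edgeR, *spdR* being in none. Adjusted over the list alone, 2 of 6 rRNA genes were higher and 1 of 9 transcription factor genes was lower. The other lists fixed by symbol had none. At an unadjusted p under 0.05, 4 of 15 Che genes and 6 of 47 flagellar genes were lower and 8 of 43 tRNA genes and 2 of 6 rRNA genes higher. DESeq2 called 2 rRNA genes and 1 tRNA gene, limma-voom and limma on RPKM 0. The 5S rRNA genes *CCNA_R0065* and *CCNA_R0083* passed without wild-type replicate 3 (adjusted p = 0.0135 and 0.0181 from edgeR). Camera gave an adjusted p of 9.89e-06 for the Che genes (median -0.20), 0.00215 for the flagellar genes (-0.09), 1.17e-04 for the rRNA (0.68) and 1.57e-04 for the tRNA genes (0.20). With an estimated correlation these were adjusted p = 0.123, 0.305, 0.146 and 0.123, all past 0.05, and the other lists fixed by symbol had a camera adjusted p of at least 0.0944. The sets from S2 Table were chosen against the same Δ*spdR* libraries, which pushes the genes listed as higher down and those listed as lower up in Δ*spdR*, so their set tests are not given here.

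Of 51 protein-coding genes that rose over 2-fold without a predicted site, 7 (*cheYIII*, *CCNA_00626*, *cheW*, *cheBII*, *cheRII*, *CCNA_02951* and *CCNA_03368*, named after their values were seen) lie downstream of a risen gene with a site in a run of genes on one strand with gaps of at most 100 bp. As 4 of the 7 belong to the cluster from *CCNA_00623* to *cheRII*, scattered random genes are no reference for this count, and the count does not show whether the 7 are transcribed together with the gene upstream. Of 34 genes downstream of a risen gene with a site in this way, 7 rose over 2-fold, 19 were higher at an adjusted p under 0.05 from edgeR and 1 was lower.

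A site closer to the motif may go with a larger rise. Across 64 risen genes with a site of 21 bases, Spearman's rho of the score and the log2 fold change was 0.32 (permutation test, p = 0.0107, adjusted p = 0.0160 by Benjamini-Hochberg over 3 tests) and Pearson's r 0.259 (permutation test, p = 0.0377, adjusted p = 0.0377). The 17 sites of genes that fell had a mean score of 8.88 ± 3.95 (SD), against 13.8 ± 3.92 for the sites of genes that rose (permutation test, p = 4.0e-05, adjusted p = 1.2e-04), and the study built the motif on the risen genes and then scanned the fallen ones with it. These relations are across genes, which are not independent replicates.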
